# Unique pattern of neutrophil migration and function during tumor progression

**DOI:** 10.1038/s41590-018-0229-5

**Published:** 2018-10-15

**Authors:** Sima Patel, Shuyu Fu, Jerome Mastio, George Dominguez, Abhilasha Purohit, Andrew Kossenkov, Cindy Lin, Kevin Alicea-Torres, Mohit Sehgal, Yulia Nefedova, Jie Zhou, Lucia R. Languino, Cynthia Clendenin, Robert H. Vonderheide, Charles Mulligan, Brian Nam, Neil Hockstein, Gregory Masters, Michael Guarino, Zachary Schug, Dario C. Altieri, Dmitry I. Gabrilovich

## Abstract

Although neutrophils have been linked to the formation of the pre-metastatic niche, the mechanism of their migration to distant uninvolved tissues has remained elusive. We report that bone marrow neutrophils from mice with early-stage cancers exhibited much more spontaneous migration to tissues. These cells lacked immunosuppressive activity but had elevated rates of oxidative phosphorylation and glycolysis, and much more production of ATP. Their enhanced spontaneous migration was mediated by the binding of ATP to purinergic receptors. In ectopic tumor models and the late stages of cancers, bone marrow neutrophils demonstrated potent immunosuppressive activity. However, these cells had metabolic and migratory activity indistinguishable from that of control neutrophils. A similar pattern of migration was observed in neutrophils and polymorphonuclear myeloid-derived suppressor cells from patients with cancer. These results elucidate the dynamic changes that neutrophils undergo in cancer and demonstrate the mechanism of neutrophils’ contribution to early tumor dissemination.

## Introduction

The role of neutrophils in cancer is controversial, which is the result of seemingly contradictory activity of these cells able to either promote tumor growth or exert antitumor effects^1, 2, 3, 4, 5^. Identification of polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs), pathologically activated neutrophils accumulating in cancer that are characterized by immune-suppressive and pro-tumorigenic activity, helped to partially resolve this controversy^3^. It is also suggested that some neutrophils that accumulated in cancer and chronic inflammation contribute to tumor development and progression without eliciting immunosuppressive activity^6, 7^. These cells were provisionally termed ‘MDSC-like’ cells^8^. However, the characteristics of these cells and their distinction from control neutrophils in tumor-free hosts have yet to be defined.

Metastasis, or dissemination of tumors to sites distant from the primary tumor, is the leading cause of mortality in cancer^9^. There is strong evidence to support the role of neutrophils and PMN-MDSCs in tumor metastasis^4, 10, 11, 12, 13^. PMN-MDSCs can condition tumor cells at the primary site to facilitate metastasis, possibly through pathways that regulate the production of hepatocyte growth factor and TGF-β to induce tumor epithelial-mesenchymal transition^14^, the production of matrix metalloproteinase 9 to facilitate tumor invasion^15, 16^, direct immunosuppressive activity that promotes metastasis^13^, and by tethering tumor cells to the vascular endothelium to promote lung metastasis^17^. The mechanisms regulating formation of the pre-metastatic niche by neutrophils and PMN-MDSC are much less clear. S100A8 and S100A9 proteins are known to drive the recruitment of PMNs and PMN-MDSC to pre-metastatic sites in colon cancer patients, and PMN, via the production of S100 proteins, can create a positive feedback loop leading to the accumulation of more PMN in the pre-metastatic lung ^18, 19^. However, the mechanism of initial events leading to formation of the feedback loop remained unclear.

A fundamental characteristic of neutrophils is their ability to migrate to sites of inflammation. This process is directed by chemokines, danger-associated molecule pattern molecules, lipid metabolites, and others^20, 21^. However, it is not clear what would drive initial neutrophil migration to an uninvolved, distant site preceding tumor cells in the absence of measurable inflammation. In addition, although recruitment of PMN-MDSC to the tumor site is well-documented^22^, their migration to other uninvolved tissues was not clear. Moreover, it was reported that some PMN-MDSCs have dramatically reduced migratory activity^23^.

Here, we described the two-phase pathological activation of neutrophils in the bone marrow (BM) of tumor-bearing mice and in the blood of cancer patients. The first phase is characterized by an accumulation of MDSC-like neutrophils that lacked immunosuppressive activity but displayed profound up-regulation of glucose metabolism, ATP production and a potent ability to spontaneously migrate. The second phase is characterized by the accumulation of neutrophils with typical features of PMN-MDSCs that, however, were indistinguishable from control neutrophils with regards to their metabolic activity and migratory behavior.

## Results

### Enhanced motility of BM neutrophils in tumor-bearing mice depends on stage of tumor

We evaluated the migration of neutrophils isolated from the BM of three different genetically-engineered models (GEM) of cancer: RET melanoma^24^, KPC pancreatic cancer^25^, and TRAMP prostate cancer^26^. These mice were backcrossed for more than 10 generations to the C57BL/6N background. Neutrophils were phenotypically characterized as CD11b^+^Ly6C^lo^Ly6G^+^ and were isolated based on the expression of the Ly6G marker. Migration and chemotaxis of neutrophils were assessed using a standard Transwell membrane assay. In all three models, we observed substantially higher migration of neutrophils from tumor-bearing mice in response to the chemokine CXCL1 or the chemoattractant fMLP than neutrophils from tumor-free littermates (Fig. 1a). However, when the ability of these stimuli to induce cell migration (ratio between stimulated and unstimulated cells) was evaluated, no differences between TB and tumor-free mice were observed (Fig. 1a). Instead, we observed markedly higher spontaneous migration of neutrophils in tumor-bearing than in tumor-free mice (Fig. 1b). No or very small differences in the expression of the CXCL1 receptors, CXCR1 and CXCR2 were evident (Fig. 1c) consistent with the results of neutrophil chemotaxis. Though the total number of neutrophils was significantly elevated in the BM of KPC pancreatic mice, the total number of neutrophils in RET melanoma and TRAMP prostate mice was similar to control mice (Supplementary Fig. 1a), suggesting that changes in motility were not associated with expansion of neutrophils in BM.

To confirm that differences in migration was not only limited to the BM, we isolated neutrophils from the peripheral blood of control and RET melanoma mice. Neutrophils from RET melanoma mice demonstrated markedly higher spontaneous and CXLC1-induced migration than control neutrophils (Fig. 2a). When we evaluated the migratory behavior of BM neutrophils from transplantable subcutaneous (s.c.) tumor models, EL4 lymphoma, LLC lung carcinoma, and CT26 colon carcinoma, no differences in migration between control and tumor-bearing mice were observed (Fig. 2b). The number of BM neutrophils in EL4 mice was markedly higher than in control mice (Supplementary Fig. 1b). We analyzed cell movement using time lapse microscopy on fibronectin-coated surfaces. BM neutrophils from RET melanoma mice, but not from EL4 mice, demonstrated a higher capacity to spontaneously migrate than control neutrophils (Fig. 2c and Supplemental video), and was characterized by markedly higher mean-squared displacement over time (Fig. 2d), speed (Fig. 2e), persistence time (Fig. 2f) and random motility coefficient (Fig. 2g).

To confirm that how the tumor is established in mice has a critical effect on neutrophil motility, we investigated the migratory behavior of BM neutrophils from a transplantable tumor model established by subcutaneously injecting 4662 a subline of tumor cells derived from KPC mice^27^. In contrast to neutrophils from KPC mice, neutrophils from 4662 mice did not display increased spontaneous or chemokine-induced migration (Fig. 3a).

We hypothesized that inflammation caused by injecting a large number of tumor cells at the ectopic site could explain the lack of enhanced spontaneous migration of neutrophils in s.c. transplantable models. To test this hypothesis, we utilized an orthotopic model of lung cancer by injecting a small number (10^5^) of LL2 tumor cells containing luciferase (LL2-Luc) intravenously (i.v.), which resulted in the formation of tumor lesions in the lung within one week of injection and large lesions three weeks after injection (Supplementary Fig. 1c). The total number of BM neutrophils was substantially increased three weeks, but not one week after injection (Supplementary Fig. 1d). BM neutrophils from mice one week after injection had markedly higher spontaneous and CXCL1-induced migration than control BM neutrophils (Fig. 3b, c). However, when cells were isolated three weeks after injection, no differences were observed (Fig. 3b, c). To verify these observations in vivo, we isolated BM neutrophils from congenic LL2 TB (CD45.1^+^) and control tumor-free (CD45.2^+^) mice, mixed them at a 1:1 ratio, and injected them i.v. into CD45.1^+^ × CD45.2^+^ tumor-free recipients. The ratio between CD45.1^+^ and CD45.2^+^ neutrophils was evaluated in spleens and lungs one hour after injection (Fig. 3d). In both tissues, neutrophils from one-week mice were more prevalent than control neutrophils, indicative of increased migratory ability. In contrast, the ratio between neutrophils from three-week and control mice was markedly lower in spleens and lungs (Fig. 3e).

We asked whether association between stage of tumor development and neutrophil activity is observed in mice with GEM of cancer. KPC model could be used to address this question. By 8 to 10 weeks of age, KPC mice develop pancreatic intraepithelial neoplasia (PanIN). KPC mice develop spontaneous pancreatic ductal adenocarcinoma (PDA) with 100% penetrance^25^, and by 16 weeks of age, most KPC mice have developed locally invasive PDA. Therefore, we were able to separately evaluate mice at the relatively early (PanIN) and relatively late (invasive PDA) stage of pancreatic cancer development. We found that only mice with PanIN, but not invasive PDA, had increased spontaneous migration of neutrophils assessed by Transwell assay (Fig. 3f) and mean squared displacement assay (Fig. 3g).

Thus, in GEM of melanoma, pancreatic, and prostate cancer and at early stages of orthotopic lung cancer, BM neutrophils demonstrated a high capacity to spontaneously migrate. In contrast, BM neutrophils from the s.c. transplantable tumor models and the three-week orthotopic lung cancer model (with substantial tumor burden) exhibited migratory activity similar to control neutrophils.

### BM neutrophils in the early and late stages of lung cancer are functionally different

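Ly6G-positive neutrophils were selected with magnetic beads from the bone marrow of naive mice and of mice 1 and 3 weeks after orthotopic injection of LL2 cells, a mouse lung carcinoma line, and their RNA was sequenced. There were 2 libraries in each of the 3 groups, numbered as replicate mice in the labels. The authors deposited the expected number of reads per gene that the program RSEM estimated against mm10, the GRCm38 mouse genome, as whole numbers and without scaling between libraries. The totals ran from 11994158 to 14127919 counts per library, so that 3 counts, the smallest number taken as detected, corresponded to between 0.212 and 0.25 CPM, counts scaled to the library total. These limits cover counting error only, since reads amplified by PCR are not independent molecules. The 10 genes with most counts held between 36.7% and 38.7% of each library's counts. S100a8 alone held between 15.8% and 20.9%. Of 38887 Ensembl gene identifiers, 12259 had enough counts to be tested. Expression was compared with edgeR's quasi-likelihood test, with all 6 libraries in one model and p-values adjusted by the Benjamini-Hochberg method. A gene was called changed when its adjusted p-value was under 0.05. Replicate libraries of a group varied more than counting noise alone would give, with a chi-square per degree of freedom of 9.75 in naive mice, 8.34 in one-week LL2 mice and 11.4 in three-week LL2 mice. CPM values of genes use library totals multiplied by their TMM factors, which scale between libraries. Where a mean of CPM is given with ±, the error is the SD of the 2 libraries.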

To investigate the differences between mouse BM neutrophils in early and advanced stages of orthotopic lung cancer, we performed gene expression profiling using RNA-seq. Neutrophils from three-week tumor-bearing mice had more significantly changed genes from control mice than neutrophils from one-week tumor-bearing mice (Fig. 4a). 

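In neutrophils from one-week LL2 mice, 979 genes differed from naive mice, 518 of them higher and 461 lower. Against the same naive mice, 2626 genes differed in neutrophils from three-week LL2 mice, 1471 higher and 1155 lower. Between three-week and one-week LL2 mice the number was 2759, of which 1586 were higher at 3 weeks and 1173 lower. At an unadjusted p-value under 0.05, the numbers were 2849, 4146 and 4302. The median change among genes higher at 1 week was 1.96-fold and among those lower 1.57-fold. At 3 weeks these medians were 1.67-fold and 1.83-fold. The 372 genes changed from naive mice at both times exceeded the 210 that independent lists would share (odds ratio 2.45, p = 4.8e-35, two-sided Fisher's exact test across genes, which are not independent replicates). Both lists rest on the same naive libraries, which by itself makes lists overlap in the same direction. Of the shared genes, 325 changed in the same direction and 47 in opposite directions. With DESeq2 on all libraries the balance at 1 week was the reverse, with 362 genes higher and 501 lower. With scaling by library size only it was the reverse at 3 weeks, with 890 higher and 1675 lower. The same scaling reversed it between the weeks, with 856 higher and 2136 lower. A further requirement of a change over 5-fold left 92 genes at 1 week, 208 at 3 weeks and 196 between the weeks.

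Among the genes with the largest rises at 3 weeks was Spint1 (ENSMUSG00000027315, chromosome 2, 119237362 to 119249527 of GRCm38), with 9.54 ± 2.62 CPM. It was at or below 3 counts in both naive libraries, which makes it at least 39.5-fold higher (adjusted p = 1.26e-05). The recombinase gene Rag1 (ENSMUSG00000061311) was at least 7.24-fold lower at 3 weeks (adjusted p = 0.00308). This limit rests on 31 and 11 counts in the naive libraries, 1.68 ± 1.1 CPM, and so depends on the library. At 1 week the processed pseudogene Gm14176 (ENSMUSG00000062846) was at least 112-fold lower (adjusted p = 2.31e-06). It had 0 counts in both three-week libraries as well, so the loss is not particular to 1 week. The pseudogene Rpl35a-ps3 (ENSMUSG00000067575), whose counts are identical to those of other genes in all 6 libraries, was at least 31.7-fold higher at 1 week (adjusted p = 1.47e-05). In each of these genes both libraries of one group lay above both of the other.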

Ingenuity Pathway Analysis (IPA) revealed that the most enriched network in BM neutrophils from one-week, but not three-week, LL2 TB mice was Energy Production, Nucleic Acid Metabolism, and Small Molecule Biochemistry (Supplementary Fig. 2). 

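The gene lists of IPA were not used here, and sets of the Reactome database stand in their place. Each set's value is the median log2 fold change of its tested genes minus the median of all tested genes. The p-value beside it comes from limma's camera at a fixed inter-gene correlation of 0.01. Camera compares gene-wise statistics of the set with those of other genes and does not test the median itself. The SD between libraries and the overlap of libraries rest on the set's median deviation in each library. These are separate measures, which can differ from the value in size or sign. For the 64 tested genes of respiratory electron transport the value was 0.24 (SD between libraries 0.092, adjusted p = 1.7e-06) at 1 week against naive mice. At 3 weeks it was 0.21 (SD between libraries 0.089, adjusted p = 1.1e-04). Formation of ATP by chemiosmotic coupling, with 14 genes, had a median of 0.26 (SD between libraries 0.12, adjusted p = 0.017) at 1 week and 0.23 (SD between libraries 0.12, adjusted p = 0.029) at 3 weeks. The citric acid cycle, with 18 genes, had 0.15 (SD between libraries 0.074, adjusted p = 0.2) and 0.30 (SD between libraries 0.062, adjusted p = 0.02). Of its genes, 0 changed upward and 1 downward at 1 week, and 5 upward and 0 downward at 3 weeks. The gene lower at 1 week was Mdh2, with a log2 fold change of -0.48 (adjusted p = 0.0268). In the sets of respiratory electron transport, formation of ATP and the citric acid cycle, both libraries of each tumor group lay above both naive libraries. The 63 genes of nucleotide metabolism had a median of 0.07 (SD between libraries 0.037, adjusted p = 0.42) at 1 week, with both libraries above the naive ones, and of 0.07 (SD between libraries 0.039, adjusted p = 0.72) at 3 weeks, where the libraries overlapped. A direct comparison of three-week with one-week LL2 mice gave 0.00 (SD between libraries 0.036, adjusted p = 0.92) for respiratory electron transport and -0.04 (SD between libraries 0.042, adjusted p = 0.98) for formation of ATP. It gave 0.24 (SD between libraries 0.047, adjusted p = 0.2) for the citric acid cycle, with both three-week libraries higher, and -0.08 (SD between libraries 0.012, adjusted p = 0.68) for nucleotide metabolism, with both lower. These calls rest on the fixed correlation. With the correlation estimated from the libraries, the alternative that moved the sets most, 0 of the 16 set results with an adjusted p-value under 0.05, among 34 examined, stayed under it, 4 had an unadjusted p-value under 0.05, and their adjusted p-values ran from 0.43 to 0.5. Among single genes, Ndufs5 (ENSMUSG00000028648, chromosome 4, 123712710 to 123718202) rose from 30.8 ± 3.92 CPM in naive mice to 56.8 ± 1.82 at 1 week, a log2 fold change of 0.89 (standard error 0.131, adjusted p = 0.00196). Cox7c had a log2 fold change of 1.09 (adjusted p = 0.00748) at 1 week. Sdhd had one of 1.79 (adjusted p = 5.65e-04) at 3 weeks. Both libraries with the higher mean lay above both of the other group for each of these genes.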

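Eukaryotic translation initiation, the Reactome set nearest to EIF2 signaling, holds 113 tested genes. Its median log2 fold change against naive mice, relative to all genes, was 0.18 (SD between libraries 0.071, adjusted p = 0.0014) in one-week LL2 mice, with 23 genes changed upward and 2 downward. In three-week LL2 mice it was 0.36 (SD between libraries 0.08, adjusted p = 2.8e-08), with 55 upward and 1 downward. Both libraries of each tumor group lay above both naive libraries. With offsets for gene length and GC content, the median at 1 week was 0.09 and no longer past the threshold. A list of 38 initiation factors without ribosomal proteins had a median of -0.05 (SD between libraries 0.04, adjusted p = 0.8) at 1 week, where the libraries overlapped. At 3 weeks the same list had 0.04 (SD between libraries 0.035, adjusted p = 0.28), with both libraries above the naive ones. The 80 ribosomal protein genes, a set added after the data were seen, had medians of 0.26 (SD between libraries 0.094, adjusted p = 1.1e-05) and 0.42 (SD between libraries 0.093, adjusted p = 1.7e-11), both with every tumor library above the naive ones. Rpl6 (ENSMUSG00000029614, chromosome 5, 121204481 to 121209241) had 53.3 ± 4.58 CPM in naive mice, 105 ± 0.583 at 1 week and 105 ± 10.6 at 3 weeks. Its log2 fold changes were 0.97 (standard error 0.125, adjusted p = 8.7e-04) and 0.98 (standard error 0.125, adjusted p = 1.36e-04). Rpl35a, whose pseudogene Rpl35a-ps2 fell from 70.5 to 9.55 CPM at the same time, had a log2 fold change of 0.84 (adjusted p = 0.00185) at 1 week. Among the genes of the set at 3 weeks, Rpsa had 0.97 (adjusted p = 8.39e-05) and Eif4ebp1 1.08 (adjusted p = 1.29e-04). For Rpl6, Rpl35a, Rpsa and Eif4ebp1, both libraries from tumor-bearing mice were above both naive libraries.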

The EIF2 signaling pathway associated with endoplasmic reticulum (ER) stress was significantly up-regulated in neutrophils from one-week and three-week LL2 mice compared to control neutrophils (Supplementary Fig. 3). 

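Neutrophils from three-week LL2 mice were compared with those from one-week LL2 mice over sets for inflammation, oxidative stress, nitric oxide and ER stress. Median log2 fold changes relative to all genes were 0.18 (SD between libraries 0.014, adjusted p = 0.0099) for Toll-like receptor cascades and 0.23 (SD between libraries 0.021, adjusted p = 0.0049) for interleukin-1 signaling. They were 0.20 (SD between libraries 0.0024, adjusted p = 0.0058) for signaling by interleukins and 0.19 (SD between libraries 0.038, adjusted p = 0.033) for Fc gamma receptor dependent phagocytosis. In these 4 sets both three-week libraries lay above both one-week libraries, and above both naive libraries. At 3 weeks against naive mice none of the 4 passed the threshold, with medians of 0.086, 0.241, 0.135 and 0.124 in the same order. At 1 week both libraries lay below the naive ones, with -0.125, -0.059, -0.095 and -0.061. Only the first of these, Toll-like receptor cascades, passed the threshold (adjusted p = 0.048). The differences between the weeks thus include a lower value at 1 week. Between the weeks, S phase had a median of 0.09 (SD between libraries 0.015, adjusted p = 0.92), with overlapping libraries. For detoxification of reactive oxygen species the median was -0.05 (SD between libraries 0.057, adjusted p = 0.58), with both three-week libraries lower. Targets of NRF2 had 0.14 (SD between libraries 0.093, adjusted p = 0.26), with overlapping libraries. The NADPH oxidase and nitric oxide synthase genes had 0.15 (SD between libraries 0.054, adjusted p = 0.24) and metabolism of nitric oxide 0.28 (SD between libraries 0.068, adjusted p = 0.14), both with the three-week libraries higher. A list of 30 ER stress response genes had a median of 0.38 (SD between libraries 0.15, adjusted p = 0.0075), with 10 genes higher and 2 lower. Against naive mice the median of this list at 3 weeks was 0.06 (SD between libraries 0.15, adjusted p = 0.28), with overlapping libraries. The Reactome unfolded protein response, with 15 genes, had 0.29 (SD between libraries 0.044, adjusted p = 0.17) between the weeks and 0.32 (SD between libraries 0.026, adjusted p = 0.012) at 3 weeks against naive mice, with both three-week libraries higher in each. For the ER stress list too both three-week libraries were above the one-week ones.

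Nos2, which encodes inducible nitric oxide synthase (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254), had 6.45 ± 1.62 CPM at 3 weeks and was at or below 3 counts in both one-week libraries, which makes it at least 30.5-fold higher (adjusted p = 2.95e-05). Cd14 had 23.1 ± 5.06 CPM at 1 week and 110.6 ± 0.0128 at 3 weeks, a log2 fold change of 2.26 (standard error 0.149, adjusted p = 5.68e-07). The log2 fold change of Socs3 was 2.84 (adjusted p = 3.37e-07) and that of Myd88 1.28 (adjusted p = 7.39e-06). Il1rn, which encodes the interleukin-1 receptor antagonist, fell, with -1.32 (adjusted p = 6.83e-06). Gch1 changed by 1.57 (adjusted p = 5.15e-05), Gclm by 1.49 (adjusted p = 1.42e-05) and Slc7a11 by -1.60 (adjusted p = 1.16e-04). Of the ER stress genes, Pdia3 changed by 0.92 (adjusted p = 7.76e-04), Atf6 by 1.02 (adjusted p = 7.72e-04) and Atf3 by -1.48 (adjusted p = 3.58e-04). For each of these genes the libraries of the 2 groups did not overlap.

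**Figure D1:**
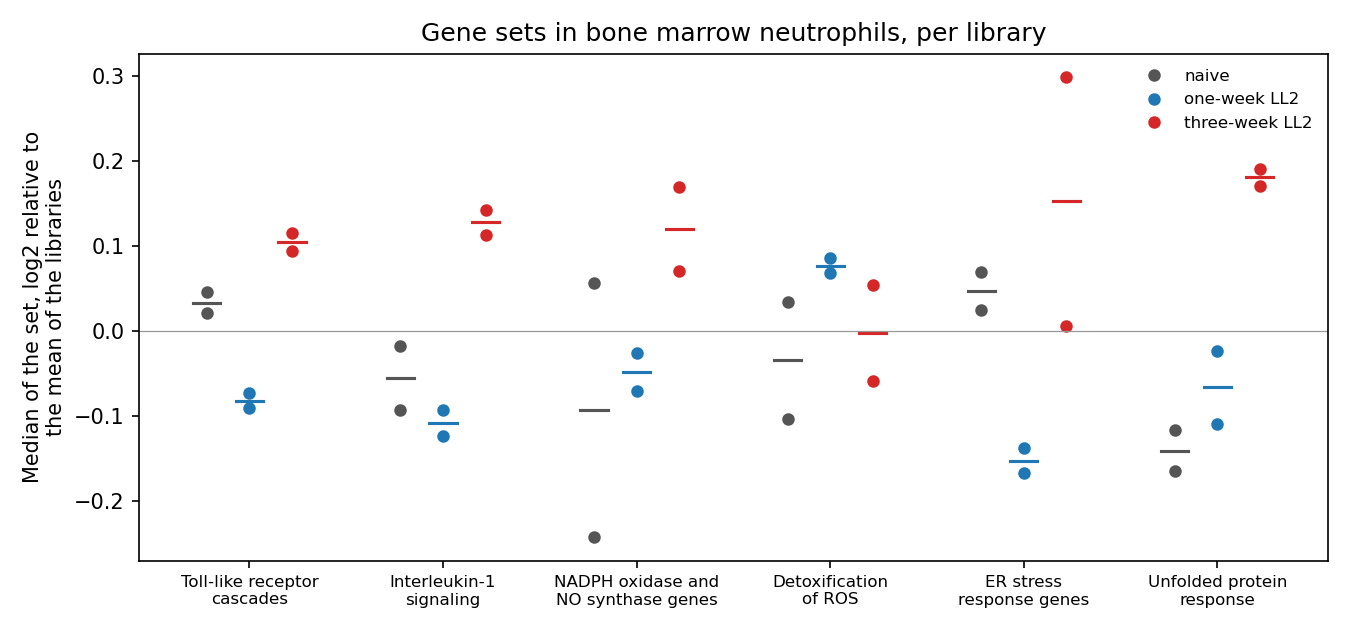
Median of each gene set in each library, in log2 units relative to the mean of the libraries, for naive (gray), one-week LL2 (blue) and three-week LL2 (red) mice; points are libraries and bars the mean of 2 libraries. ER stress response genes stand at 0.30 and 0.01 in the three-week libraries and at -0.14 and -0.17 in the one-week libraries.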

Neutrophils from three-week LL2 mice had substantial up-regulation of multiple pathways associated with inflammatory responses, ROS and oxidative stress response, iNOS signaling, and ER stress compared to neutrophils from one-week LL2 mice (Fig. 4b). Most of these pathways have been previously implicated in PMN-MDSC function^28^. Consistent with these results, genes regulated by XBP1, LPS, IL-1, HIF1A, TNF, and ATF4 were increased in three-week LL2 mice over one-week LL2 mice (Fig. 4c). These results suggested that BM neutrophils in three-week but not one-week LL2 mice could be bona fide PMN-MDSCs.

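Lists of target genes written without IPA were used for these regulators. Between one-week and three-week LL2 mice, 33 targets of XBP1 had a median log2 fold change relative to all genes of 0.38 (SD between libraries 0.12, adjusted p = 2.0e-04), with 11 genes higher and 0 lower. For 30 targets of HIF1A it was 0.61 (SD between libraries 0.037, adjusted p = 1.9e-04), with 18 higher and 3 lower. For 33 targets of ATF4 it was 0.24 (SD between libraries 0.058, adjusted p = 0.51), with 8 higher and 4 lower. A joint list of 47 targets of LPS, TNF and IL-1 had 0.20 (SD between libraries 0.029, adjusted p = 0.075), with 16 higher and 8 lower. The libraries from three-week LL2 mice were above those from one-week LL2 mice in all 4 lists. Under other tests and settings the adjusted p-values ran from 1.2e-04 to 0.48 for XBP1, 2.8e-08 to 0.46 for HIF1A, 0.11 to 0.83 for ATF4, 8.2e-04 to 0.52 for the joint list and 2.1e-09 to 0.48 for interferon-stimulated genes, so that no list but that of ATF4 stayed on one side of the threshold. Interferon-stimulated genes went the other way, with a median of -0.80 (SD between libraries 0.25, adjusted p = 1.4e-06) over 29 genes, 17 of them lower and 0 higher, in both three-week libraries. The smaller Reactome set of interferon alpha/beta signaling had -0.07 (SD between libraries 0.076, adjusted p = 0.77), with overlapping libraries. Xbp1 itself (ENSMUSG00000020484, chromosome 11, 5520659 to 5525893) had 66.1 ± 14.7 CPM at 1 week and 118 ± 14.8 at 3 weeks, a log2 fold change of 0.84 (standard error 0.163, adjusted p = 0.00253). Hif1a changed by 1.06 (adjusted p = 1.48e-04) and Atf4 by -0.21 (adjusted p = 0.212) on the same scale. Among their targets, Ssr3 changed by 0.92 (adjusted p = 1.6e-04), Ldha by 0.93 (adjusted p = 8.38e-05) and Slc7a5 by 3.77 (adjusted p = 3.39e-06). Of the interferon-stimulated genes, Rsad2 changed by -1.80 (adjusted p = 6.11e-05) and Irf7 by -1.20 (adjusted p = 1.3e-04). None of these genes had overlapping libraries. From the inflammatory, oxidative stress, iNOS and ER stress pathways, most of which it relates to PMN-MDSC function, together with these regulators, the paper proposes that bone marrow neutrophils of three-week LL2 mice could be PMN-MDSCs and those of one-week LL2 mice not.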

To functionally verify this observation, we evaluated the ability of BM neutrophils to suppress antigen-specific T cell responses. The neutrophils from one-week tumor-bearing mice showed minimal suppressive activity, whereas neutrophils from three-week tumor-bearing mice exhibited potent suppressive activity (Fig. 5a). BM neutrophils from control mice were not suppressive. Similar to the cells from one-week LL2 mice, BM neutrophils from RET melanoma mice (Fig. 5b), KPC and TRAMP mice (Fig. 5c) did not suppress T cell responses. In contrast, BM neutrophils from s.c. LLC and EL4 mice suppressed T cell proliferation (Fig. 5b). In a separate set of experiments, we compared suppression by BM neutrophils isolated from KPC mice with PanIN and PDA. Neutrophils from mice with PanIN had no suppressive activity. Neutrophils from mice with PDA had substantial suppressive activity (Fig. 5d).

Since ROS production and the oxidized stress response were among the main pathways up-regulated in neutrophils in three-week LL2 TB mice, we evaluated the level of cytoplasmic ROS produced by neutrophils. BM neutrophils from three-week LL2 mice, but not from one-week LL2 mice, had markedly higher cytoplasmic ROS than control neutrophils (Supplementary Fig. 4a). Neutrophils from RET melanoma mice had a ROS production similar to that of control mice (Supplementary Fig. 4b), whereas BM neutrophils from s.c. EL4 and LLC mice had a slightly elevated ROS level (Supplementary Fig. 4c).

To better understand the mechanism regulating functional differences in PMN at early and late stages of cancer we assessed the cytokine profile in sera of mice with one-week and three-week LL2 tumors. We observed up-regulation (more than 2 standard deviations) of number of pro-inflammatory cytokines (G-CSF, GM-CSF, IFN-γ, IL-1β, IL-17, TREM-1, TNF) in mice with three-week tumors as compared to one-week tumor (Fig. 5e).

Thus, based upon these functional characteristics, BM neutrophils from three-week LL2 orthotopic mice, and s.c. LLC and EL4 mice, and, to some extent, KPC mice with invasive PDA were typical PMN-MDSCs. BM neutrophils from one-week LL2 mice and from mice with GEMs of cancer were not PMN-MDSCs. However, they had elevated levels of ER stress response genes. 

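In the RNA-seq libraries of one-week LL2 mice, the 30 ER stress response genes had a median log2 fold change of -0.21 (SD between libraries 0.026, adjusted p = 0.13) against naive mice, with 0 genes changed upward and 2 downward, and both one-week libraries lay below both naive libraries. The 15 genes of the Reactome unfolded protein response had a median of 0.13 (SD between libraries 0.049, adjusted p = 0.3), with 2 upward and 0 downward, and both one-week libraries lay above the naive ones. Pdia3 (ENSMUSG00000027248, chromosome 2, 121413775 to 121438687) went from 70.8 ± 5.98 CPM in naive mice to 37.0 ± 1.06 at 1 week, a log2 fold change of -0.94 (standard error 0.152, adjusted p = 0.00336). Hyou1 changed by -0.79 (adjusted p = 0.00808) and Calr by -0.50 (adjusted p = 0.0562). Mbtps2 rose by 1.05 (adjusted p = 0.00138) and Sec61g by 1.32 (adjusted p = 0.0085). The libraries of these 5 genes did not overlap between the groups. Eif2ak3, which encodes the ER stress sensor PERK, had a log2 fold change of -0.48 (adjusted p = 0.178), with overlapping libraries.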

We provisionally called them PMN-MDSC-Like Cells (PM-LCs). This term was coined previously to describe a population of activated neutrophils in cancer that did not acquire full capacity to suppress immune responses^8^.

### PM-LC and PMN-MDSC are metabolically distinct

Next, we evaluated oxidative phosphorylation (OXPHOS) and glycolysis in BM neutrophils. We observed that BM PM-LCs from one-week LL2 mice had a markedly higher oxygen consumption rate (OCR) than control neutrophils, which is indicative of increased OXPHOS in these cells. In contrast, PMN-MDSCs from three-week LL2 mice had an OCR similar to control neutrophils (Fig. 6a). BM PM-LCs isolated from RET melanoma mice also demonstrated a significantly higher OCR compared to control neutrophils (Fig. 6b). In contrast, BM PMN-MDSCs from EL4 mice had OCR levels similar to that of control cells (Fig. 6c). PM-LCs from one-week LL2 mice also had a markedly higher extracellular acidification rate (ECAR) (Fig. 6d), which is indicative of increased glycolysis. BM PMN-MDSCs from three-week LL2 mice had ECAR similar to control cells. PM-LCs from RET melanoma mice also had a higher ECAR compared to control neutrophils (Fig. 6e). No differences were observed in BM PMN-MDSCs from EL4 mice (Fig. 6f). Thus, BM PM-LCs from the early stages of orthotopic lung cancer and from transgenic RET melanoma mice demonstrated increased OXPHOS and glycolysis compared to control neutrophils or PMN-MDSC.

We then performed metabolomics analysis of ^13^C_6_-glucose through glycolysis (Supplementary Fig. 5) in control neutrophils and PM-LCs from one-week tumor-bearing mice. BM PM-LC had higher uptake of glucose along with higher intracellular levels of pyruvate, citrate, and lactate compared to control neutrophils. They also secreted markedly more lactate (Fig. 6g). In addition, PM-LC had much higher rates of incorporation of the ^13^C atoms into pyruvate (M+3), lactate (M+3), and citrate (M+2) (Fig. 6g). The ^13^C-labeling patterns we observed in PM-LC strongly indicated that there was increased flux of glucose carbon through glycolysis and into the tricarboxylic acid (TCA) cycle in PM-LC. As a consequence of accelerated glycolysis and flux through the TCA cycle, PM-LC had significantly higher amounts of ATP (Fig. 6h). In contrast to PM-LC, metabolomics analysis of BM PMN-MDSCs from three-week s.c. LLC mice showed that PMN-MDSCs did not have higher ^13^C-labeling of pyruvate and lactate compared to neutrophils in control mice, nor were there any differences in the efflux of lactate into the media (Supplementary Fig. 6a). There were also no differences observed in the level of ATP in neutrophils and PMN-MDSCs (Supplementary Fig. 6b). These results were in agreement with the OCR and ECAR analyses where there were no differences in OXPHOS or glycolysis in PMN-MDSCs compared to control neutrophils. The increased metabolism of BM PM-LC was not associated with increased mitochondrial mass (Supplementary Fig. 4d).

Because neutrophils have few mitochondria and primarily use glycolysis to generate ATP^29^, we hypothesized that two major mechanisms could account for the increased glucose metabolic rate in PM-LCs: 1) an increase in the expression of glycolytic enzymes and 2) an increase in glucose uptake. PM-LC, but not PMN-MDSC, had increased expression of the Glut1 glucose transporter (Supplementary Fig. 6c,d), which may explain the increased glucose uptake by PM-LCs. We did not observe differences in the expression of major glycolytic enzymes between control neutrophils and PM-LC from RET melanoma mice (Supplementary Fig. 7a), which was consistent with the results obtained at RNA-Seq analysis. Thus, PM-LC had high glucose uptake, increased OXPHOS, increased TCA cycle flux, and increased glycolysis resulting in a substantially higher production of ATP compared to neutrophils from control mice, which may account for their increased migratory ability. This effect was absent in PMN-MDSCs.

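In the RNA-seq libraries, which are from one-week LL2 and naive mice, the 16 tested glycolytic enzyme genes had a median log2 fold change relative to all genes of -0.01 (SD between libraries 0.11, adjusted p = 0.57), with overlapping libraries. The Reactome set of glycolysis, with 21 genes, had 0.00 (SD between libraries 0.1, adjusted p = 0.72), also with overlapping libraries. Both medians are close to 0 and change sign under other settings. Of the listed enzymes, 3 changed upward and 0 downward. Pgk1 (ENSMUSG00000062070, chromosome X, 106187100 to 106203699) rose from 50 ± 10.5 CPM to 107 ± 32.3, a log2 fold change of 1.10 (standard error 0.209, adjusted p = 0.00764). Eno1 had 122 ± 9.19 CPM in naive and 185 ± 3.32 in one-week LL2 mice, with 0.60 (standard error 0.125, adjusted p = 0.0125). For Hk3 the values were 64.3 ± 1.03 and 89.3 ± 8.19 CPM, with 0.48 (standard error 0.124, adjusted p = 0.0344). In these 3 genes both one-week libraries lay above both naive libraries. The other hexokinases tested were not called changed, with 0.01 (adjusted p = 0.987) for Hk1 and 0.11 (adjusted p = 0.643) for Hk2. With DESeq2 in place of edgeR the sign of Hk1 reversed, to -0.02. Gapdh had a log2 fold change of -0.06 (adjusted p = 0.837) and reached 0.00 with scaling by library size only. Values for Pfkl, Pfkp and Pkm were -0.55 (adjusted p = 0.288), -0.59 (adjusted p = 0.0728) and 0.22 (adjusted p = 0.323).

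**Figure D2:**
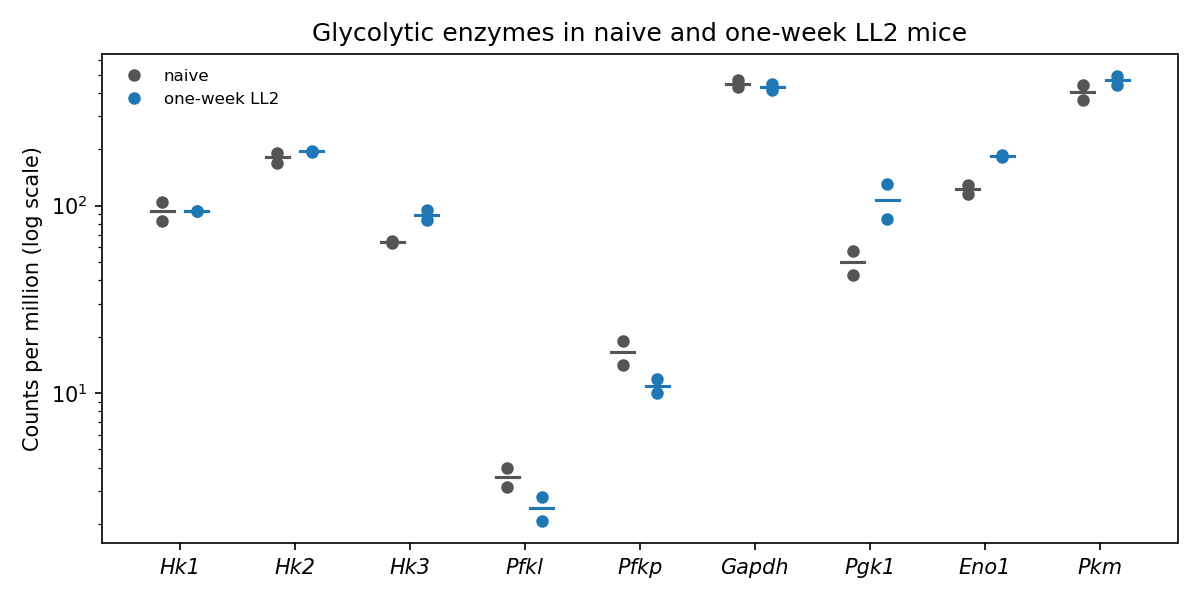
CPM of 9 glycolytic enzyme genes on a log axis in naive (gray) and one-week LL2 (blue) mice; points are libraries and bars the mean of 2 libraries. Pgk1 has means of 50 and 107, and Gapdh of 447 and 431.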

### Increased spontaneous migration of PM-LC in cancer is regulated by ATP

ATP-mediated autocrine signaling can enhance gradient sensing and chemotaxis of neutrophils^30^. We hypothesized that BM PM-LC might use ATP-mediated autocrine signaling as a mechanism to support their enhanced spontaneous migration. ATP can be released from cells through mechanosensitive channels, such as pannexin-1 and connexin hemichannels^31, 32^. We examined the effect of disrupting ATP release from the cell on the ability of PM-LCs to spontaneously migrate. We inhibited pannexin-1 hemichannels using ^10^Panx (panx), a pannexin-1 mimetic inhibitory small peptide. This resulted in the abrogation of increased spontaneous migration exhibited by PM-LC from RET melanoma and one-week LL2 TB mice (Fig. 7a). The specificity of the effect was confirmed with scrambled ^10^Panx, which had no effect on the spontaneous migration of PM-LCs (Fig. 7a). To verify that spontaneous migration is truly dependent upon ATP, we treated cells with apyrase, an enzyme that catalyzes the hydrolysis of ATP. Upon apyrase treatment, the spontaneous migration of both control neutrophils and PM-LCs was completely abrogated (Fig. 7b).

There are several families of ectonucleotidases expressed on the cell surface of mammalian cells that can hydrolyze ATP to ADP, AMP, and adenosine, and each of these metabolites can signal through a distinct set of purinergic receptors^33^. Neutrophils have been reported to use the purinergic receptors P2X_1_, P2Y_1_, and P2Y_2_, which bind ATP, and A3, which binds adenosine, to amplify chemotactic signals^34, 35^. To determine if these receptors are involved in the spontaneous migration of PM-LCs, we treated cells with suramin, a pan-P2 receptor (pan-P2R) inhibitor and observed that spontaneous migration of PM-LCs was completely abrogated (Fig. 7c). To clarify the role of individual purinergic receptors, we treated cells with NF449, a P2X_1_-specific inhibitor. The ability of PM-LCs to spontaneously migrate was only partially (50%) inhibited (Fig. 7d). However, blocking the P2Y_1_ and P2Y_2_ receptors using the selective inhibitors MRS2179 and AR-C118925XX, respectively, completely abrogated the increased spontaneous migration (Fig. 7e). In contrast, blocking the A3 receptor with the MRS 1191 inhibitor did not affect the migration of PM-LC (Fig. 7f). These data indicated that increased production of ATP by PM-LC in TB mice was directly involved in the increased spontaneous migration of these cells in a paracrine fashion. If increased production of ATP and paracrine signaling was a major mechanism of increased spontaneous migration of PM-LC, then activating the purinergic receptors should increase the spontaneous migration of control neutrophils and PMN-MDSC. To test this hypothesis we treated these cells with ADP and observed significantly increased migration (Fig. 7g).

Next, we investigated the signaling pathways by which ATP could affect spontaneous neutrophil migration. Neutrophil migration requires polarization of the front and rear of the cell, processes that are coordinated by the Rho guanosine triphosphatases (GTPases) Rac, Cdc42 and RhoA^36^. Rac GTPase activation at the leading edge of the cell induces actin polymerization, and Cdc42 signaling can steer the direction of migration^37^. We evaluated actin polarization (F-actin) in neutrophils. Both, CXCL1 and fMLP stimulation resulted in substantial increase in F-actin. However, no differences between unstimulated and stimulated BM neutrophils from control and PM-LC from RET, KPC, or TRAMP TB mice were found (Supplementary Fig. 7b,c).

The rear of the cell generates the contractile force that is needed to overcome any cell adhesions and move the cell body forward. This process is regulated by activation of RHO-associated coiled-coil-containing protein kinase (ROCK), that phosphorylates Ser_19_ on the myosin light chain 2 (MLC2)^21^. We evaluated the target ROCK activity pMLC2 and found that PM-LC from one-week LL2 TB mice had substantial up-regulation of pMLC2 as compared to control neutrophils (Fig. 7h). Selective P2Y_2_ inhibitor AR-C118925XX abrogated up-regulation of pMLC2 in PM-LC (Supplementary Fig. 7e).

### Increased neutrophil migration is associated with increased tumor spread

Next, we evaluated the migratory behavior of neutrophils from cancer patients. Neutrophils were isolated from peripheral blood by negative selection and their response to CXCL8 (IL-8) and fMLP stimulation was assessed. Neutrophils from cancer patients demonstrated markedly higher spontaneous migration compared to neutrophils obtained from healthy donors (Fig. 8a). This was associated with more potent response to both CXCL8 and fMLP (Fig. 8b). Neutrophils from healthy donors and cancer patients had similar expression of the chemokine receptors CXCR1 and CXCR2 (Fig. 8c). We compared the motility of neutrophils and PMN-MDSC from the same patients. CD15^+^ PMN-MDSCs were isolated from the low density peripheral blood mononuclear cell (PBMC) using magnetic beads ^8^. CD15^+^ neutrophils were also isolated from the high-density fraction using magnetic beads^38^. Neutrophils exhibited substantially higher spontaneous CXCL8 stimulated migration than PMN-MDSCs from the same patient (Fig. 8d,e). PMN-MDSCs were found to have lower expression levels of CXCR1 and CXCR2 (Fig. 8f), which may account for their lower response to CXCL8. Despite the marked difference in migration, neutrophils and PMN-MDSC had similar level of actin polymerization (Supplementary Fig. 7d), a finding that is consistent with the results obtained in TB mice. These data suggest that neutrophils, but not PMN-MDSCs, in cancer patients have higher spontaneous and chemokine-induced migration than neutrophils from healthy donors.

We asked whether the increased spontaneous motility of PM-LC could facilitate tumor-cell seeding. To test this hypothesis, we performed two types of experiments where we assessed the role of neutrophils in promoting tumor-cell seeding of lungs after i.v. injection. In the first group of experiments, BM neutrophils from control mice, PM-LC from one-week LL2 mice and PMN-MDSC from three-week LL2 mice were injected i.v. into tumor-free recipients 5 hours before the injection of CFSE-labeled LL2 tumor cells. The presence of tumor cells in lungs was evaluated 12 hours later. Administration of PM-LC but not PMN-MDSC caused significantly higher seeding of tumor cells compared to administration of control neutrophils (Fig. 8g). In the second group of experiments, control neutrophils, PM-LCs, and PMN-MDSCs were injected i.v. 5 hours prior to administration of LL2-Luc tumor cells and tumor growth was assessed 14 days later by measuring luciferase luminescence. All mice developed tumors. Administration of PMN-MDSC slightly increased tumor burden. However, it was significantly larger after administration of PM-LC (Fig. 8h). Thus, PM-LC preferentially facilitate tumor-cell seeding, and it is possible that once PM-LC are in the tissue, these cells could facilitate tumor-cell metastasis (Supplementary Fig. 8).

## Discussion

Our study describes the association of the functional state of neutrophil activation in cancer with the ability of these cells to spontaneously migrate. It is likely that the population of neutrophils in tumor-bearing mice or cancer patients consists of classic neutrophils and a smaller population of pathologically activated immune-suppressive PMN-MDSCs. The abundance of PMN-MDSC depends on the stage and type of cancer^5^. PMN-MDSC usually accumulate in advanced stage cancer and are often barely detectable in the early stages. Although PMN-MDSC may be detected in BM, their suppressive activity in BM is much lower than that of cells in the spleen and tumor site^3^. Our data confirmed the presence of PMN-MDSC in the BM of mice with different s.c. (ectopic) tumors and in mice with advanced orthotopic lung cancer. However, immune-suppressive BM PMN-MDSC were not found in mice with GEM of cancer and in early stage orthotopic lung cancer. It is possible that the degree of the inflammation associated with the different tumor models plays a role. Ectopic tumors that require injection of a relatively large number of tumor cells s.c. are associated with local inflammation that may facilitate rapid development of PMN-MDSCs. The same phenomenon is associated with late stage orthotopic or spontaneous cancers where the mice have a large tumor burden. BM neutrophils from mice with early stage orthotopic lung cancer and GEM of cancer did not have immune-suppressive activity. However, BM neutrophils in these models had elevated expression of genes in the ER stress pathway, one of the characteristics of pathological activation of these cells in cancer ^39^. We found that these cells are markedly different from control BM neutrophils in their ability to spontaneously migrate. They also have increased expression of the genes associated with energy production, nucleic acid metabolism, increased OXPHOS and glycolytic rates, and considerably higher ATP compared to control neutrophils. Recently, to characterize pathologically activated myeloid cells that did not yet acquire potent suppressive activity, the term “MDSC-like” cells was introduced^8^. We used the term PMN-MDSC-like cells (PM-LC) to define the functional state of BM neutrophils from mice with early stage orthotopic lung cancer and GEM of cancer that did not have immune-suppressive activity.

Why do PM-LC have a potent ability to spontaneously migrate? In order to move, neutrophils must acquire spatial asymmetry. The crosstalk between the front and rear of the cell that maintain this polarization are poorly understood, but is believed to be maintained by coordinated Rho guanosine triphosphatase (GTPase) signaling between Rac, Cdc42 and RhoA^36^. In migrating neutrophils, leading edge protrusion (lamellipod) formation is caused by the polymerization of monomeric globular actin (G-actin) into filamentous actin (F-actin). The rear of the cell (uropod) generates the contractile force that is needed to overcome any cell adhesions and move the cell body forward. Activation of RhoA leads to the activation of RHO-associated coiled-coil-containing protein kinase (ROCK), that directly phosphorylates Ser19 on the regulatory light chain of myosin, MLC2^40^. We were focused on the two endpoints of the signaling cascades that result in neutrophil migration: F-actin polymerization and phosphorylation of MLC2. Although, as expected, F-actin was substantially increased in neutrophils in response to stimuli, no differences were observed between control neutrophils and PM-LC. In contrast, PM-LC had substantially higher level of pMLC2 implicating contractile force in the rear of cells as the driving force to support the increased spontaneous migration of PM-LC.

What drives increased migration of PM-LC? Our study demonstrated that BM PM-LC had increased ATP, whereas BM PMN-MDSCs had ATP levels similar to control neutrophils. This paralleled the changes in migratory capacity. The metabolism of MDSC in cancer is not well understood. In in vitro-generated MDSC, glycolysis increased concurrently with increased arginase I activity and activation of AMP-activated protein kinase, which can drive metabolism towards fatty acid oxidation (FAO)^41^. Tumor-infiltrating MDSC primarily used FAO and oxidative phosphorylation as their main metabolic pathway. In support of this finding, tumor-infiltrating MDSC increased fatty acid uptake and upregulated key FAO enzymes^42^. Our data demonstrate that increased metabolism and ATP in BM PM-LC precedes acquisition of the functional immunosuppressive characteristics of PMN-MDSC. Since BM PM-LC are the cells that preferentially migrate into tissues, our data are consistent with the observations on the metabolism of PMN-MDSC in tumors.

Recent studies have shown that neutrophils release ATP in response to chemokines and that autocrine signaling serves to amplify the chemotactic signal^30^. ATP is released through connexin and pannexin-1 hemichannels^31^ and bind to three major families of purinergic receptors: P1, P2X, and P2Y^43^. P2Y_2_ and A3 are important mediators of extracellular ATP, and with CD39, aid in the polarization of neutrophils by translocating to the leading edge of the cell^30,31^. P2X1 was implicated in RhoA activation and phosphorylation of MLC2 in human and murine neutrophils^44^. By blocking purinergic receptors and ATP hydrolysis in this study, we demonstrated a direct role for ATP to support increased spontaneous migration of PM-LC. At the same time, ADP, a ligand of purinergic receptors, substantially increased spontaneous migration of control neutrophils and PMN-MDSC, supporting the notion that ATP release may be sufficient to drive high PM-LC motility.

In line with our studies in mice, peripheral blood neutrophils from cancer patients exhibited dramatically higher spontaneous migration than neutrophils from healthy individuals. PMN-MDSC had substantially reduced migration, which was consistent with a previous report of a population of human PMN-MDSC with low migratory activity^23^. Bona-fide PMN-MDSCs are capable of migrating towards a chemokine gradient, such as one leading to the tumor site, but have very poor ability to migrate to uninvolved tissues. There is now ample evidence that neutrophils can acquire features of PMN-MDSC in tissues of tumor-bearing hosts^5^. PM-LC may represent the first step of pathologic activation of neutrophils in cancer. These cells possess a potent ability to migrate to distant sites in the absence of inflammation or tumor cells compared to control neutrophils or PMN-MDSC.

## Online methods

### Human subjects and samples.

Samples of peripheral blood were collected from patients at the Helen F. Graham Cancer Center. The study was approved by the Institutional Review Board (IRB) of the Christiana Care Health System at the Helen F. Graham Cancer Center and The Wistar Institute. All patients signed IRB approved consent forms. Samples were collected at Helen F. Graham Cancer Center from 18 patients with previously untreated stage II-IV non-small cell lung cancer (NSCLC) and 8 patients with stage III-IV head and neck cancer. This cohort includes 14 females and 12 males, aged 48–74 years.

### Mice models and mice treatments.

Female and male C57BL/6N CD45.1^+^ and female C57BL/6 CD45.2^+^ mice (aged 6–8 weeks) were purchased from Charles River Laboratories. Female OT-I TCR-transgenic mice (C57Bl/6-Tg(TCRaTCRb)1100mjb) (4–6 week old) and female Pmel TCR-transgenic mice (B6.Cg-Thy1^a^/Cy Tg(TcraTcrb)8Rest) (4–6 week old) were purchased from Jackson Laboratories. Female C57Bl/6 CD45.1^+^/2^+^ were generated by crossing a male CD45.1^+^ with a female CD45.2^+^. All the mice were housed in pathogen-free conditions and handled in accordance with the requirements of the guidelines for animal experiments. The research was approved by the Wistar Institutional Animal Care and Use Committee. For in vivo migration experiments, 1×10^6^ CD45.1^+^ Ly6G^+^ BM cells were mixed with 1×10^6^ CD45.2^+^ Ly6G^+^ BM cells in a total volume of 100 μL of PBS and injected intravenously in female C57Bl/6 CD45.1^+^/2^+^ mice.

### Cell lines.

EL4 lymphoma, LLC (Lewis Lung Carcinoma), CT26 colon carcinoma were purchased from ATCC. The LL2 (Lewis Lung Carcinoma) tumor cell line expressing luciferase was a gift from Rupal Ramakrishnan (H. Lee Moffitt Cancer Center). They were maintained in DMEM medium supplemented with 10% fetal bovine serum (FBS, Sigma-Aldrich) and 1% penicillin-streptomycin (ThermoFisher Scientific) at 37°C with 5% CO_2_. Tumors cells were injected intravenously at 5 × 10^4^ cells per mouse in a total volume of 100 μL of PBS.

## Antibodies and reagents are described in Supplemental Table 1.

### Mouse Neutrophil and PMN-MDSC Isolation.

Legs bones (tibias and femurs) cleaned of muscular tissues are cut at both ends. Bone marrow (BM) cells are then flushed out with a 25-gauge needle and a 5 mL syringe filled with a cold solution of PBS 1× (ThermoFisher Scientific), FBS 1%, EDTA 2 mM (ThermoFisher Scientific) (cell suspension buffer, CSB). Cell suspension is then filtered through a 70 μm strainer (Fischer Scientific) placed on a conical 50 mL Falcon tube. For spleens, the organ is put in a 70 μm strainer placed on a conical 50 mL Falcon tube and cut into small pieces. These pieces are then grinded against the cell strainer using the plunger of a 5 mL syringe and washed several times with cold CSB. Tubes are then centrifugated at 1500 rpm at 4°C, the supernatant is removed and red blood cells are lysed by resuspending the cell pellet in ammonium chloride lysis buffer for 5 minutes at room temperature. Cells are then washed with cold CSB, spin down and the pellet is resuspended in cold CSB and counted using Trypan blue (VWR). Single-cell suspensions from lungs were prepared using mouse lung dissociation kit (Miltenyi Biotec) according to the manufacturer’s recommendations with an additional red blood cell lysis step as described above. For BM Ly6G^+^ cells isolation, cells were labeled with biotinylated anti-Ly6G antibody (Miltenyi Biotec), incubated with streptavidin-coated microbeads (Miltenyi Biotec) and separated on MACS columns (Miltenyi Biotec).

### Transwell assays for migration and chemotaxis.

Unstimulated migration and chemotaxis was measured using a 3μm pore transwell system (Neuro Probe Inc. or Sigma-Aldrich). Advanced RPMI with CXCL1 (BioLegend) or fMLP (Sigma-Aldrich) was placed in the bottom of the transwell, as indicated. 0.1×10^6^ or 0.5×10^6^ cells were incubated with pannexin inhibitor (^10^Panx; Tocris), scrambled ^10^Panx (Tocris), pan-P2XR inhibitor suramin (R&D Systems), P2X1 inhibitor NF 449 (Tocris), A3R inhibitor MRS 1191 (Santa Cruz), or apyrase (New England Biolabs) in Advanced RPMI for 10 min prior to being plated on top of the Neuro Probe system or Sigma-Aldrich system filter, respectively, and placed at 37°C, 5% CO_2_ for 1 hour. 10μl media was taken from the bottom wells and counted by hemocytometer. The quantification of migrated neutrophils was done using the formula N = n × 10^4^ × 0.029 reflecting 29μl media in the bottom well.

### Seahorse assay.

Metabolic rates were determined using the Seahorse XF24 and XF96 Flux Analyzers (Seahorse Biosciences) following the manufacturer’s protocol. Briefly, the microplate was coated with 22.4 μg/ml Cell-Tak (Fisher) using 200mM sodium bicarbonate. 1.2×10^6^ or 0.4×10^6^ cells were seeded per well immediately after isolation in 50μl and 80μl of unbuffered RPMI (Sigma-Aldrich) for the XF24 and XF96 analyzers, respectively. The microplate was incubated for 30 min at 37°C to allow the cells to settle into a monolayer. Unbuffered RPMI was gently added to the wells without disturbing the monolayer to bring the assay volume to 675μl and 180μl for the XF24 and XF96 analyzer, respectively. The basal oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) was measured, in addition to rate changes upon treatment with 5μM oligomycin (Sigma-Aldrich), 1μM FCCP (Sigma-Aldrich), and 0.75μM rotenone and 1μM antimycin A (Sigma-Aldrich).

### Metabolomics.

Neutrophils, PM-LC and PMN-MDSC cells were isolated from bone marrow and resuspended in our homemade culture medium which contains nutrients at physiological concentrations, and was previously described^45^. Cells were allowed to adjust to the new medium for 1 hr before 5.5mM of ^13^C_6_-glucose was spiked into the medium. Cells were incubated for a further 90 min with the stable isotope tracer and then harvested. For harvesting, cell pellets were washed twice in ice-cold PBS and extracted in a solution of LC-MS grade methanol, acetonitrile, and ultrapure water. Samples were centrifuged and the resulting cleared supernatant was transferred to a silanized MS vial and run by LC-MS. For analysis of nutrient uptake and efflux, the medium was removed and diluted 50-fold into extraction solution and vortexed on a thermomixer for 10 min at 4°C before being frozen at −80°C overnight. The extracted medium was thawed on ice the next day and following centrifugation, the cleared supernatants were transferred to silanized glass vials and either run immediately by LC-MS or stored at −80°C. Metabolite measurements were normalized based upon protein concentration determined from cell pellets. LC-MS metabolite flux analysis was performed on a Thermo Scientific Q Exactive Plus mass spectrometer equipped with a HESI II probe and coupled to a Shimadzu Nexera UHPLC system. Column and LC conditions are as described above. The mass spectrometer was operated in full-scan, polarity switching mode with the spray voltage set to 3.2 kV in positive ion mode and 2.5 kV in negative ion mode. The heated capillary was set at 275°C, the HESI probe at 350°C, and the S-lens RF level at 45. The gas settings for sheath, auxiliary and sweep were 40, 10 and 1 unit, respectively. The mass spectrometer was set to repetitively scan m/z from 70 to 1000, with the resolution set at 70,000, the AGC target at 1E6, and the maximum injection time at 80 ms. Metabolite identification and quantitation was performed with TraceFinder 3.1 software (Thermo Fisher Scientific).

### Real-time quantitative PCR.

Cells were lysed and RNA was isolated using the E.Z.N.A. total RNA purification kit (Omega Bio-Tek). Reverse transcription was performed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems Inc.). Quantitative PCR was then performed using Sybr Green PCR Master Mix (Applied Biosystems Inc.) on an ABI 7500 Fast instrument. Primers are described in Supplemental Table 2.

### F-actin measurement.

Total bone marrow cells were stained with AQUA, CD11b-BV421, and Ly6G-APC. Cells were washed and stimulated with doses of CXCL1 and fMLP in Advanced RPMI for the time points indicated. Cells were immediately fixed and permeabilized using Cytofix/Cytoperm Solution (BD) and washed in Perm/Wash Buffer (BD) following the manufacturer’s protocol. Cells were stained with 1 unit of Phalloidin-AF488 (Thermo Fisher) for 20 min at 4°C, washed in Perm/Wash Buffer, run on a flow cytometer, and analyzed using FlowJo.

### Isolation of human neutrophils and PMN-MDSCs.

For isolation of total population of human neutrophils from healthy individuals and cancer subjects we used MACSxpress isolation kit (Miltenyi). For parallel isolation of PMN-MDSC and neutrophils, double density gradient of Histopaque-1077 and Histopaque-1119 (Sigma Aldrich) was used. PMN-MDSC were isolated from low density PBMC using CD15-beads (Miltenyi). Neutrophils were isolated from high density gradient also using CD15-beads. Neutrophil and PMN-MDSC purity was assessed by flow cytometry and was >95%.

### Flow cytometry.

All antibody incubations were performed for 15 minutes at 4°C in dark and centrifugations done at 1500 rpm at 4°C for 5 minutes, unless recommended otherwise by the manufacturer. Usually up to 1 × 10^6^ cells were incubated with Fc-block (BD Biosciences; clone 2.4G2; cat. no. 553142) in 50 μL of CBS, then washed in CBS and spin down before cell surface staining with additional antibodies. After the last incubation, cells were washed in CBS, spin down and resuspended in 400 μL of CBS before acquisition. Cells were run on LSRII flow cytometer (BD Biosciences) and data were analyzed by FlowJo (Tristar). For in vivo migration experiments analyses, the whole organ (spleen or lungs) was stained in the same way as described above except that up to 1 × 10^7^ cells were stained in 50 μL of CBS. Flow cytometry reporting summary can be found in Life Sciences Reporting Summary.

### RNA-seq.

Neutrophils were isolated using Ly6G beads with purity was >95%. RNA sequencing was performed using Illumina Hiseq 2500 platform (Illumina, San Diego, CA, USA). VAHTS Total RNA-Seq Library Preparation Kit was used for library preparation. Single-end read runs were used, with read lengths up to 50 bp in high output mode, 30M total read counts. Data was aligned using RSEM v1.2.12 software^46^ against mm10 genome and gene-level read counts and RPKM values on gene level were estimated for ensemble transcriptome. Samples with at least 80% aligned reads were analyzed. DESeq2^47^ was used to estimate significance between any two experimental groups. Overall changes were considered significant if passed FDR<5% thresholds with an additional threshold on fold change (fold>5) taken to generate the final gene set. Gene set enrichment analysis was done using QIAGEN’s Ingenuity® Pathway Analysis software (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity) based on “Functions”, “Canonical Pathways”, “Upstream Regulators” and “Networks” options. RNA-seq data were deposited to GEO data repository, accession number GSE118366.

### Suppression assays.

After BM Ly6G+ cells isolation as described above, cells were plated in U-bottom 96-well plates in triplicates in complete RMPI without extra cytokines. They were co-cultured at different ratios with total splenocytes from Pmel or OT-1 transgenic mice in the presence of cognate peptides: OT-1, SIINFEKL; Pmel, EGSRNQDWL. Cells were incubated for 48 hours and then ^3^H thymidine (PerkinElmer) was added (1 μl/well) and incubated overnight. Samples were counted with a TopCount NXT instrument (PerkinElmer).

### In vivo tumor experiment.

In the short-term lung metastasis model, LLC were labelled with CFSE (BioLegend). 1×10^6^ labelled LLC cells were intravenously injected 5 hours after i.v injection of 1×10^6^ BM Ly6G^+^ cells isolated from naive mice, 1 week, or 3 weeks LL2 TB mice. At the time indicated, mice were sacrificed and lungs were collected after perfusion with PBS to eliminate circulating tumor cells. Lungs were cut into small pieces and digested using Lung Dissociation Kit according to the manufacture’s protocol (Miltenyi Biotec). Subsequently, the lungs were passed through a 70um cell strainer and subjected to red blood cell lysis using ammonium-chloride-potassium (ACK) buffer. Lung single cell suspensions were stained with CD45-APC-Cy7 (BD Biosciences).

For long-term lung metastasis model, 5×10^4^ LL2 cells were intravenously injected 5 hours after i.v injection of 2×10^6^ BM Ly6G^+^ cells isolated from naive mice, 1-week, or 3-weeks LL2 TB mice. Mice were sacrificed 14 days after injection and the tumor burden was analyzed. The luciferase signal was measured in excised lungs with an IVIS Spectrum imaging system (Caliper).

### Time-Lapse Migration Assay.

The wells of a 12-well plate were coated with 50 μg/ml fibronectin (Sigma-Aldrich, St. Louis, MO) and washed with PBS. 0.5 × 10^6^ cells were plated per well in Advanced RPMI (Thermo Fisher, Cat#: 12633–012) without FBS and placed in a 37°C, 5% CO_2_ incubator for 10–15 minutes to allow for cell attachment. The wells were gently washed with PBS 2× to remove non-adherent cells and Advanced RPMI was added to the wells. Cells were placed onto a motorized stage and observed using a Nikon Eclipse TE_300_ fluorescence microscope maintained in an environment of 37°C and 5% CO_2_. A 10× or 20× objective was used to capture images during the course of the time lapse. Images were captured every 30 seconds over the course of 15 minutes from at least four different fields of view.

### Measurement of cell trajectories and mean-squared displacements.

Cell movement was tracked using the ImageJ plugin Manual Tracking. ImageJ and the plugin are both freely available through the NIH website (http://rsbweb.nih.gov/ij/). The centroid of the cell was considered to represent the cell position. Time lapse microscopy was used, and images were taken every 1.5 minutes. The result was a series of (x,y) positions with time for each cell. The net displacement during the *i*th 1.5-minute increment, *D*_*i*_, was calculated by the difference of the position at the beginning and end of that time step. The mean-squared displacement, 〈*D*^2^(*t*)〉, over time was calculated using the method of non-overlapping intervals. Speed, S, can be considered as the total path length over time and persistence time, P, is the time a cell remains moving without changing direction. S and P were obtained by fitting these to the persistent random walk equation 〈*D*^2^(*t*)〉 = 2*S*^2^[*t* − *P*(1 − *e*^−*t*/*P*^)] where *t* is the time interval, using a non-linear least squares regression analysis ^48, 49^. The random motility coefficient (μ) was then calculated as $\mu =\frac{1}{2}S^{2}P$ ^50^

### Cytokine protein array.

Expression of cytokines in mouse sera was evaluated using mouse cytokine antibody array Panel A (ARY006, R&D Systems). Sera from one-week and three-week LL2 TB mice were mixed with a cocktail of biotinylated detection antibodies followed by streptavidin–labeled horseradish peroxidase and then visualized using chemiluminescence-based detection. Densities of the spots were quantified with Image J.

### Statistics.

Statistical analyses were done using two-tailed unpaired Student’s t tests. In mean-squared displacement two-way ANOVA with Bonferroni adjustment for multiple comparisons was used. Statistical tests were performed using GraphPad Prism version 7.0. P values of 0.05 were considered significant. RNAseq data were analyzed by RSEM v1.2.12 software, DESeq2, Ingenuity® Pathway Analysis software.

## Data availability

The data that support the findings of this study are available from the corresponding author upon request. Source data for each figure are provided in supplement. RNAseq data are deposited to GEO data repository, accession number GSE118366.

## Supplementary Material

1

2

## Figures and Tables

**Figure 1.**
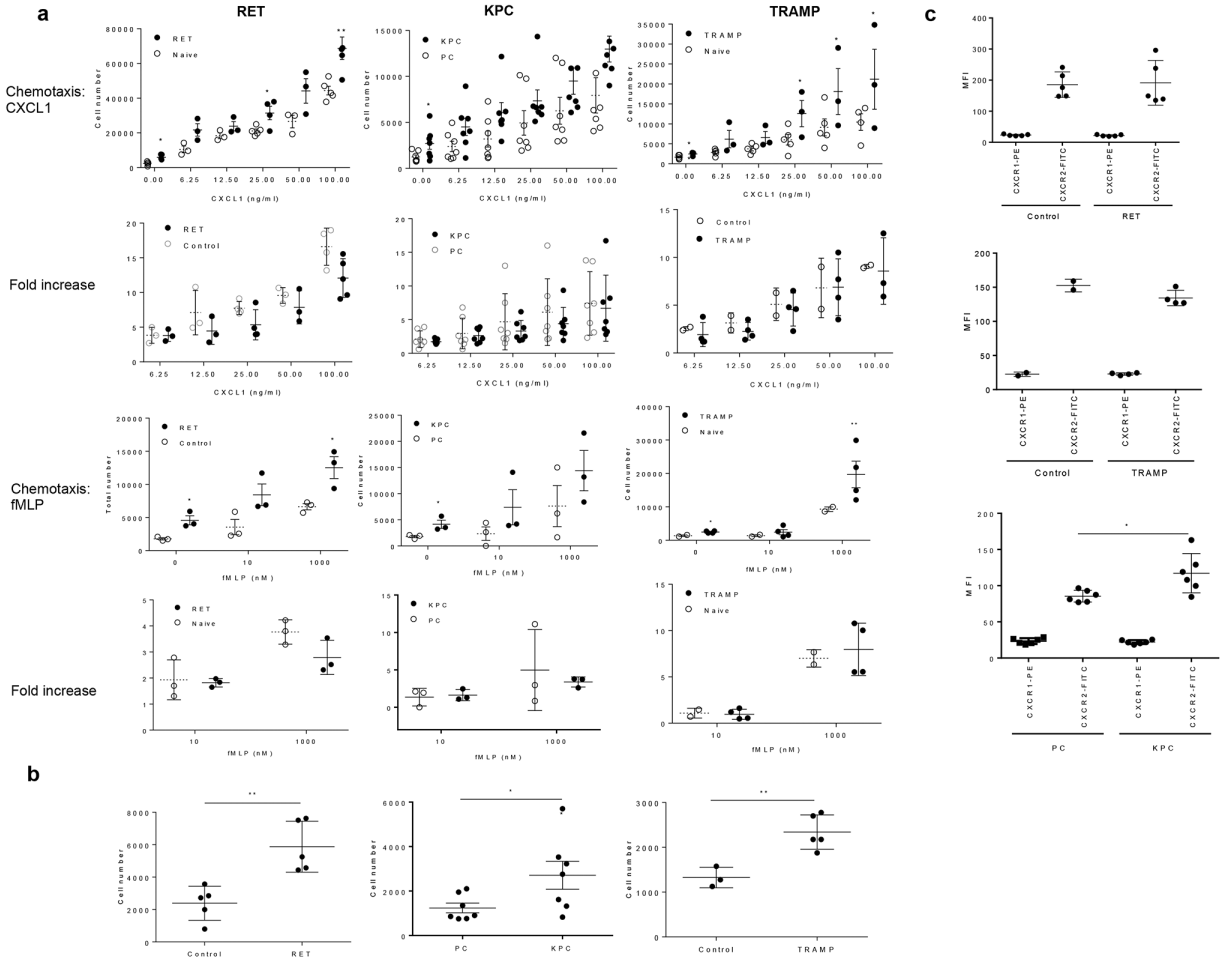
Neutrophils from the bone marrow of three genetically engineered mouse models exhibit increased spontaneous migration. **a**. Transwell assays evaluating the ability of neutrophils to migrate in response to CXCL1 and fMLP stimuli in indicated tumor models. Fold increase is calculated as the ratio of the number of cells that migrate in response to stimulus to the number of cells that spontaneously migrate. For RET model n=3, KPC model n=6, TRAMP model n=3. Mean and SD are shown. P values calculated between groups in two-sided Student’s and are presented as range due to overcrowded figure. * − p<0.05; ** p<0.01. **b**. Spontaneous migration of neutrophils in indicated tumor models. For RET model n=5, for KPC model n=7, for TRAMP model n=5; **c**. CXCR1 and CXCR2 expression on the cell surface of neutrophils. RET (n=5), TRAMP (n=4), KPC (n=6). * − p<0.05; ** p<0.01 for significant differences between control and tumor-bearing mice. Statistics was calculated in two-sided Student’s t-test.

**Figure 2.**
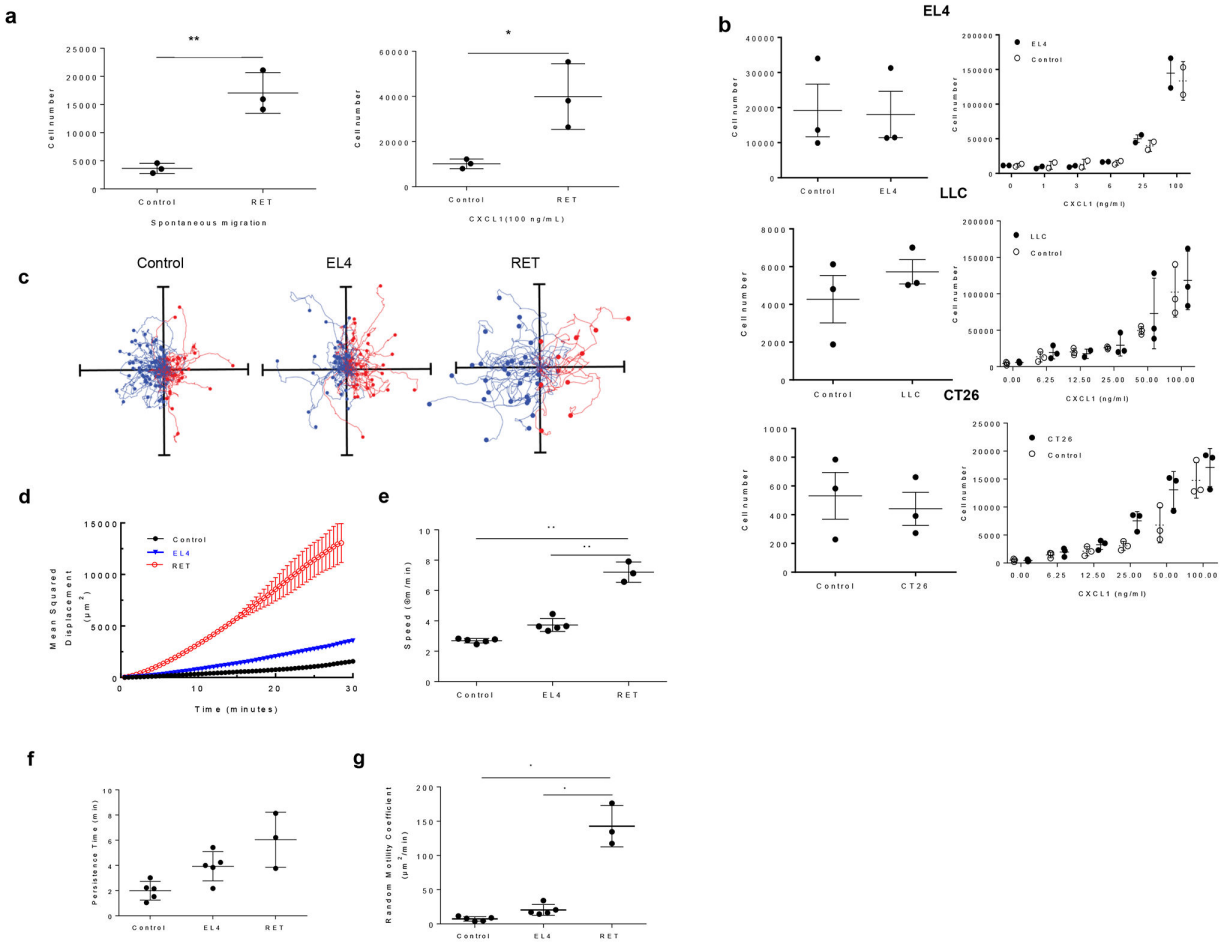
Neutrophils from genetically engineered mouse models, but not transplantable tumor mouse models, exhibit an increased spontaneous migration. **a**. Transwell assays evaluating the ability of peripheral blood neutrophils from RET melanoma mice to spontaneously migrate (left) and chemotax in response to CXCL1 (right). N=3, mean, and SD are shown. **b**. Transwell assays evaluating the ability of neutrophils to spontaneously migrate (left) and chemotax in response to CXCL1 (right). N=3, mean, and SD are shown. **c–g**. Analysis of neutrophil migration with time-lapse video. **c**. Representative cell traces of neutrophils. Axes - 400 μm. **d**. The cell traces and mean-squared displacements of neutrophil migration. **e**. speed, **f**. persistence times, **g**. random motility coefficients of BM neutrophils isolated from control tumor-free (n=5), EL4 (n=5) and RET melanoma (n=3) bearing mice. Mean and SD are shown. * − p<0.05; ** p<0.01 in two-tailed Student’s t-test.

**Figure 3.**
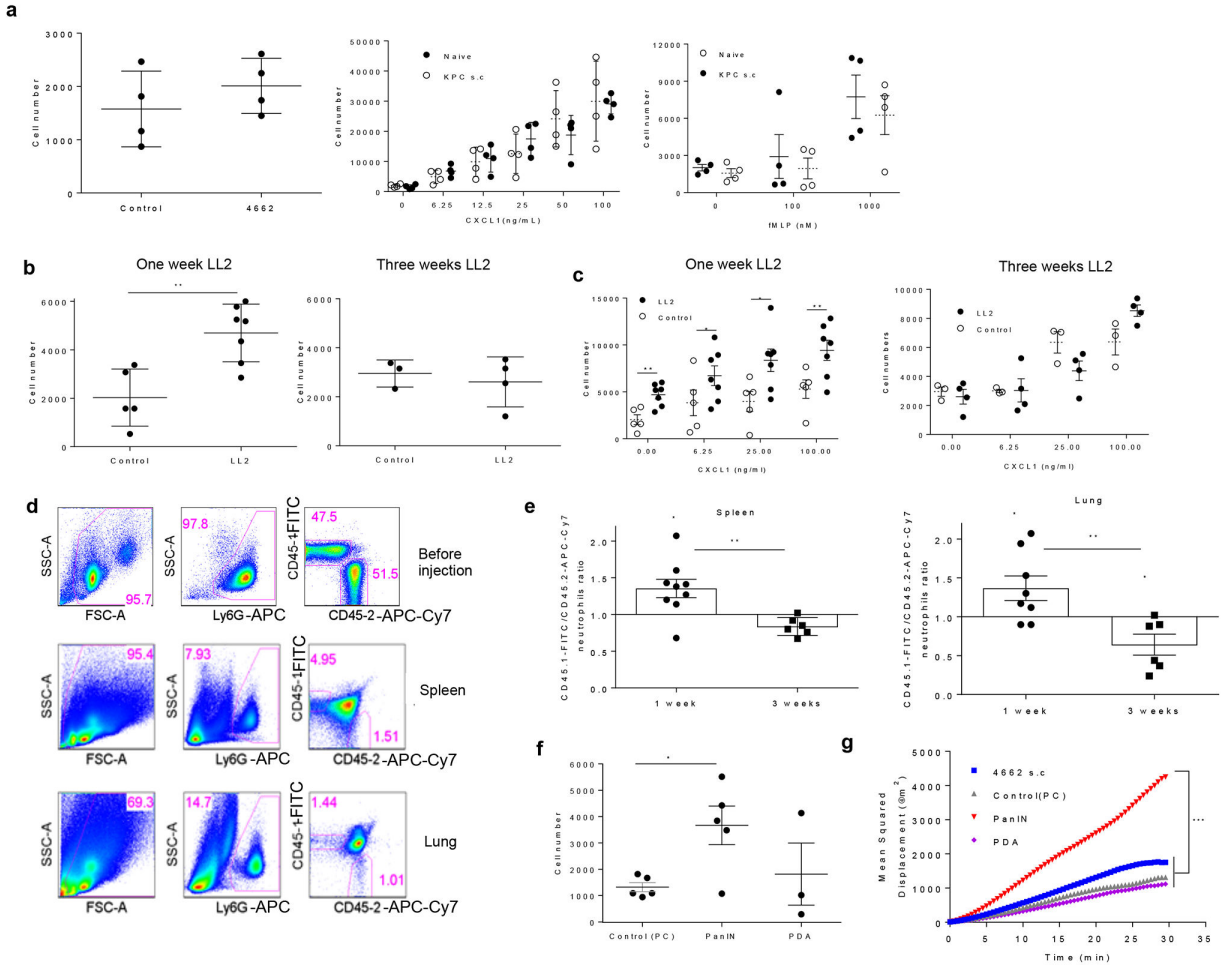
Neutrophils from the early, but not late stages, of an orthotopic lung cancer model exhibit increased spontaneous migration. **a**. Transwell assays evaluating the ability of BM neutrophils from mice bearing s.c. 4662 tumors derived from KPC mice to spontaneously migrate (left) and chemotaxis in response to CXCL1 (middle) or to fMPL (right). Mean, and SD are shown (n=4). P values are calculated in two-sided Student’s t-test (not shown due to lack of significance). **b**. Transwell assays evaluating the ability of neutrophils to spontaneously migrate. In one week LL2 experiments, n=5 for control group and n=6 for LL2 mice. In three week LL2 experiments, n=3 for control mice and n=4 for LL2 mice. Mean, and SD are shown. **c**. Transwell assays of neutrophil chemotaxis in response to CXCL1. Mean and SD are shown. **(d, e)** Flow cytometry analysis of CD45.2^+^ BM neutrophils from control mice and CD45.1^+^ neutrophils from one-week or three-week LL2 TB mice to migrate into the spleen and lung 1 hour after injection to naive CD45.1^+^CD45.2^+^ recipients. **d**. Flow cytometry gating strategy with representative result from 6 performed experiments, **e**. Ratio between CD45.1^+^ and CD45.2^+^ CD11b^+^Ly6G^+^Ly6C^lo^ neutrophils. In each experiment, the ratio of CD45.1^+^/CD45.2^+^ cells injected into recipient mice was set as the baseline= 1. For one week LL2 experiments n=8, for three-week LL2 experiments n=6. Mean, and SD are shown. P values are calculated in two-sided Student’s t-test from baseline within each group of LL2 mice and between the two groups of LL2 mice are shown. **f**. Transwell migration assay of BM neutrophils from control and KPC mice with PanIn and invasive PDA. N=5 (control), n=5 (PanIn), n=3 (PDA). Mean and SD are shown. **g**. The mean-squared displacements of neutrophil migration. Each curve represents cumulative results of traces 45–60 individual cells. In **a–c, e,f** p values were calculated in two-sided Student’s t-test. * − p <0.05, **−p<0.01. In **g**. p values were calculated in two-way ANOVA test with Bonferroni correction for multiple comparisons. ***−p<0.0001 Two experiments with similar results were performed.

**Figure 4.**
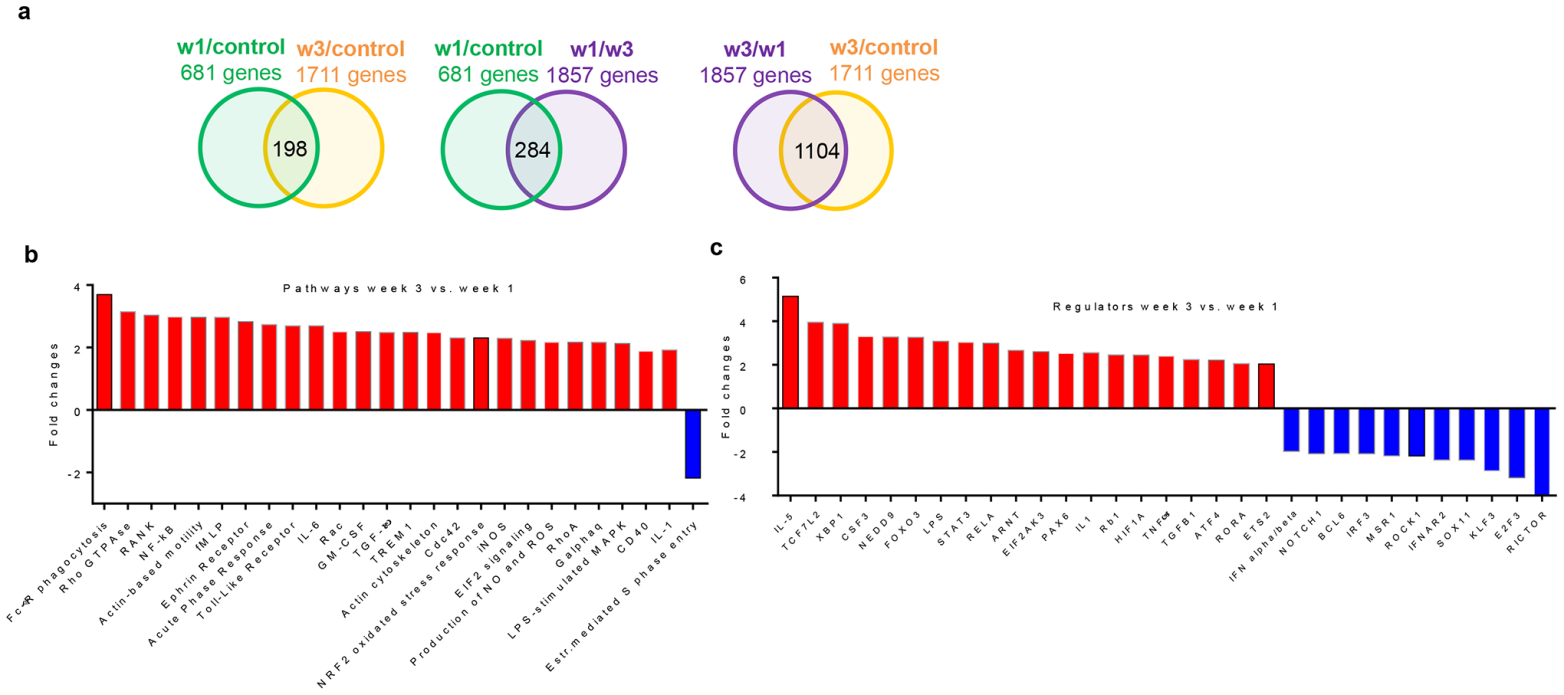
Transcriptome and functional activity of neutrophils in TB mice. BM Neutrophils were isolated from naive, one week and three-week LL2 TB mice. Gene expression profile was evaluated using RNA-seq. Three samples from each group of mice was evaluated **a**. Total number of changed genes, **b**. significant (FDR < 5%) changes in pathways between three-week and one-week TB mice. **c**. Significant (FDR < 5%) changes in regulators between three-week and one-week TB mice.

**Figure 5.**
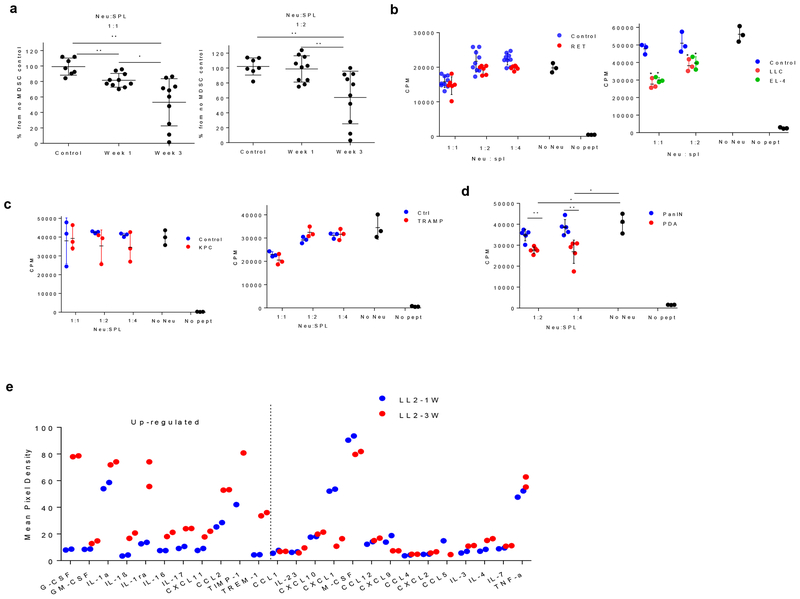
Suppressive activity of BM neutrophils in TB mice. **a**. Antigen-specific proliferation of CD8^+^ T cells in the presence of BM Ly6G^+^ cells isolated from control mice and one or three weeks LL2 mice. Transgenic, Pmel splenocytes stimulated with specific peptide were used as responders. Proliferation was measured in triplicate by ^3^H thymidine uptake. Baseline of T cell proliferation in the absence of added neutrophils was set as 100%. Control -n=7, week 1 LL2 - n=10, week 3 LL2 - n=11. Mean, and SD are shown. **b**. Antigen-specific proliferation of CD8^+^ T cells in the presence of BM Ly6G^+^ cells from naive mice, RET melanoma mice (left panel), LLC, or EL4 (right panel) mice. Pmel splenocytes stimulated with specific peptide were used as responders. Proliferation was measured in triplicate by ^3^H thymidine uptake. One experiment is shown. Three experiments with the same results were performed. Each experiment included 3 mice. Mean and SD are shown. **c**. Suppressive activity of PMN from BM of KPC and TRAMP transgenic mice. OT-1 splenocytes stimulated with specific peptide were used as responders. Proliferation was measured in triplicate by ^3^H thymidine uptake. For KPC mice 5 experiments with similar results were performed. In TRAMP mice two experiments with the same results were performed. Mean and SD are shown. **d**. Suppressive activity of neutrophils from KPC mice with PanIN and PDA. Proliferation was evaluated by ^3^H-thymidine uptake in triplicates. Means and SD of cumulative result from two mice are shown. **e**. Cytokine protein expression array in sera of one- and three-week orthotopic LL2 TB mice. Experiments were performed in duplicates and individual data are shown. On the left cytokines with more than 2SD increase in sera of three-week LL2 mice over one-week LL2 mice. On the right cytokines with less than 2SD increase or decreased in three-week LL2 mice. * − p <0.05; **−p<0.01 in two-sided Student’s t-test.

**Figure 6.**
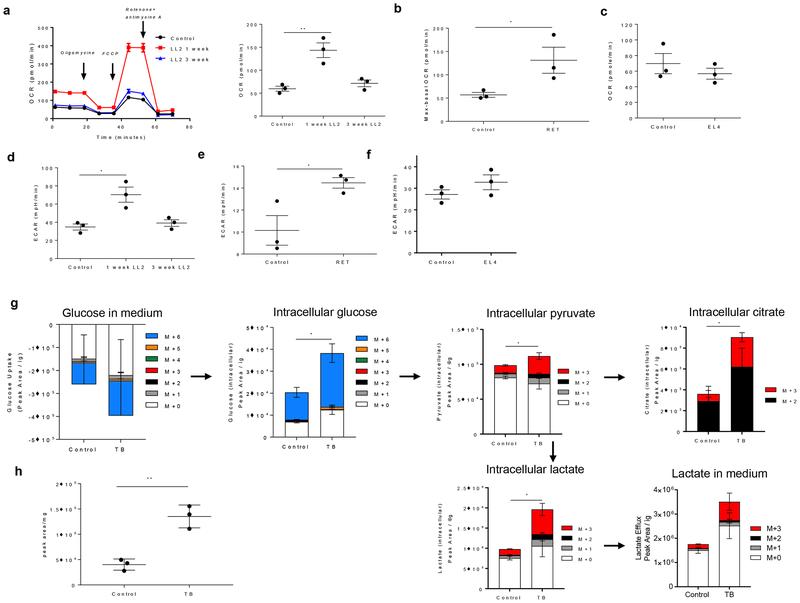
PM-LC have increased metabolic flux through oxidative phosphorylation and glycolysis and have more ATP than control neutrophils. **a, d**. Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of neutrophils from control, one-week, and three-week LL2 TB mice. After 3 basal measurements, cells were treated with oligomycin, FCCP, and rotenone and antimycin. **a**. 18 measurements from 3 mice in each group were taken (left). Basal metabolic rates from 3 mice (right). **b**. Spare respiratory capacity (maximal rate post-FCCP treatment – basal rate) of PM-LC from 3 control and RET melanoma mice. **c**. Basal OCR of neutrophils from 3 control and 3 EL4 mice. **d**. ECAR of neutrophils from 3 control, 3 one week LL2 and 3 three week LL3 mice. **e,f**. Basal glycolytic rate of PM-LC from 3 control and 3 RET melanoma mice **(e)** and from 3 EL4 mice **(f)**. Individual results and mean and SD are shown. P values were calculated in two-sided Student’s t-test. * − p <0.05; **−p<0.01. **g**. Ex vivo tracing of ^13^C_6_-glucose metabolism in control neutrophils and PM-LC isolated from BM of one-week LL2 TB mice as determined by LC-MS. ^13^C labeling of pyruvate and lactate (M+3 for both) was used as a readout of glycolytic flux while labeling of citrate (M+2) was used as a readout of glucose flux into the TCA cycle. Changes in the isotopologue distribution (i.e. ^13^C labeling pattern) of the metabolites was analyzed using a grouped analysis, regular two-way ANOVA (Tukey correction) with multiple comparisons. * − p <0.05. Data are presented as mean peak areas and SD and are normalized to protein content. (n=3 individual mice per group). M+0, M+1, M+2, etc. indicate the number of ^13^C atoms in each metabolite (See Figure S7 for more details). Black arrows indicate the flow of carbon. **h**. LC-MS based measurement of intracellular ATP levels in control neutrophils and PM-LC. ATP levels were analyzed using an unpaired, two-tailed Student t-test. Data are presented as mean peak areas ± SD and are normalized to protein content. (n=3). P values were calculated in two-sided Student’s t-test. ** − p <0.01.

**Figure 7.**
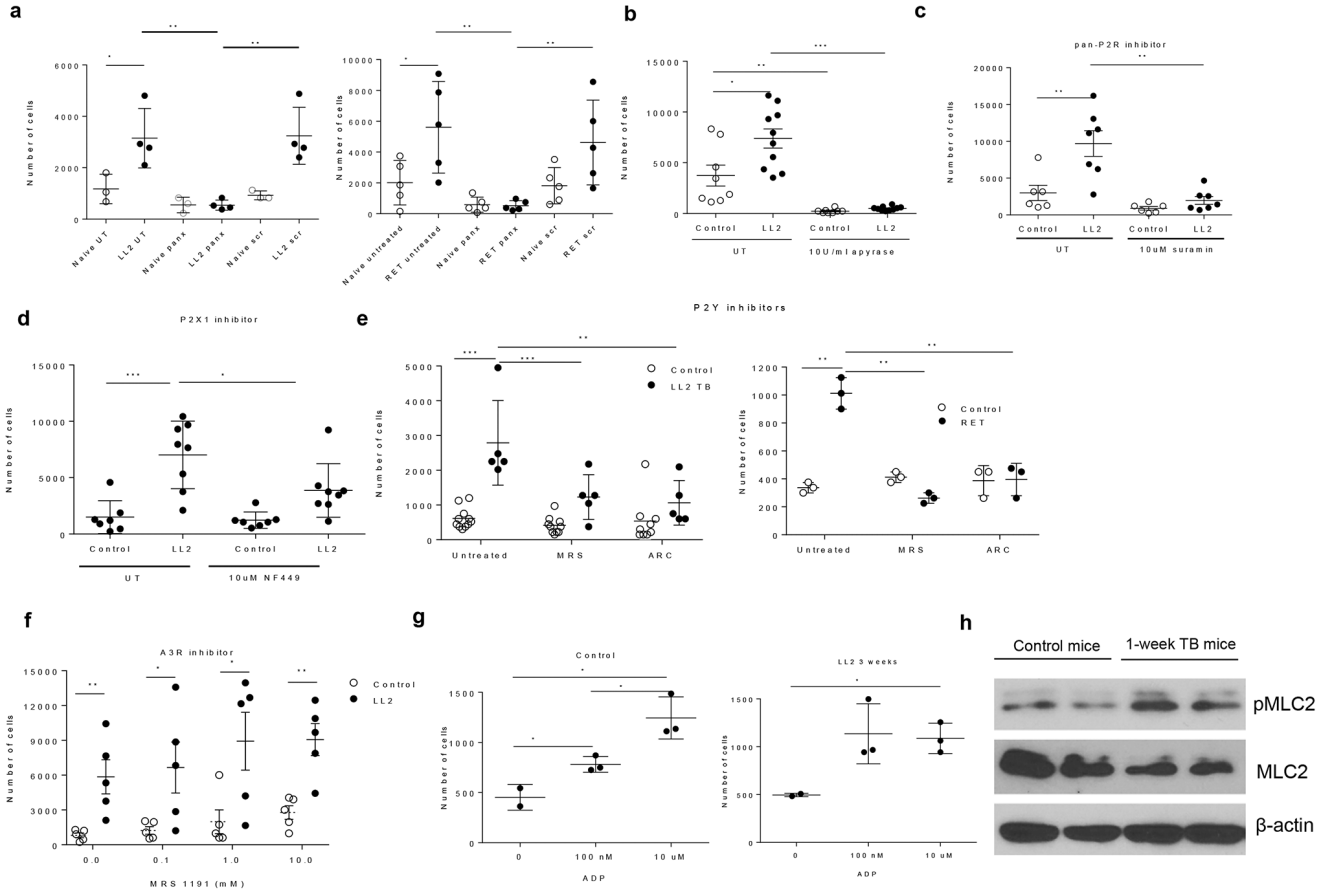
PM-LC spontaneous migration is dependent upon pannexin-1 hemichannels, extracellular ATP, and P2X and P2Y receptors. **a**. Transwell assays evaluating the ability of PM-LC from one-week LL2 mice (left) (n=3) and RET mice (right) (n=5) to spontaneously migrate upon pannexin-1 hemichannel inhibition (panx). **b**. Transwell assays evaluating the ability of neutrophils from control mice (n=8) and PM-LC from one-week LL2 mice (n=10) to spontaneously migrate upon apyrase treatment. (**c-f**) Transwell assays evaluating the ability of neutrophils from control mice (n=6) and PM-LC from one-week LL2 mice (n=7) to spontaneously migrate upon pan P2R inhibitor, P2XR, P2X1, P2Y, and A3R inhibition with suramin, NF449, MRS2179, AR-C118925XX, and MRS 1191, respectively. In addition, the ability of PM-LC from RET melanoma mice (n=3) to spontaneously migrate was also evaluated in the presence of P2Y inhibitors MRS2179 and AR-C118925XX. Individual values and mean and SD are shown. **g**. Migration of BM neutrophils from control mice (n=3) and PMN-MDSC from 3-week LL2 mice (n=3) in response to stimulation with different concentrations of ADP. Mean and SD are shown. P values are calculated in two-sided Student’s t-test. * − p <0.05; **−p<0.01; ***−p<0.001 **h**. pMLC2 in BM neutrophils isolated from naive mice and one-week LL2 TB mice. Experiments were performed three times with similar results.

**Figure 8.**
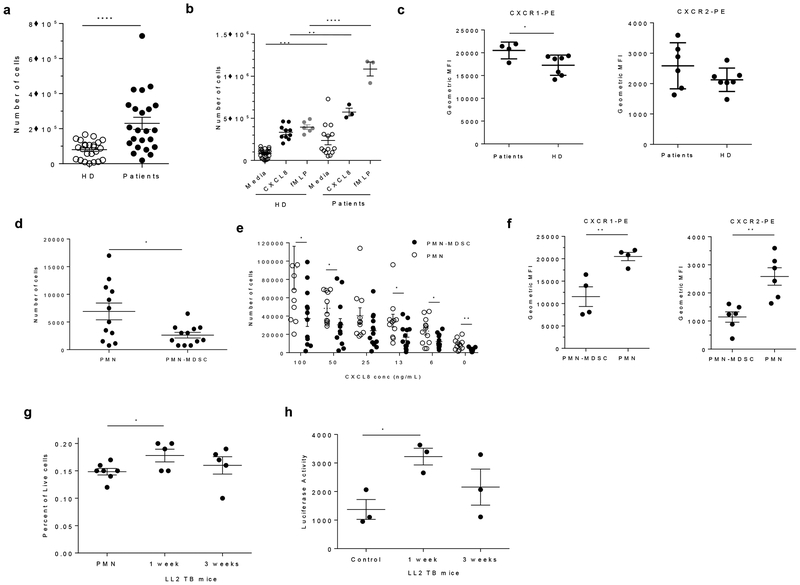
Neutrophils migration in cancer patients. Spontaneous (n=24 for both healthy donors and cancer patients groups) (**a**) or chemokine induced (for healthy donor n=24 for media, n=10 for CXCL8 stimulation, n=6 for fMLP stimulation; for cancer patients n= 14 for media, n=3 for CXCL8, and n=3 for fMLP); (**b)** migration of neutrophils from healthy individuals and cancer subjects. Individual results for each subject, mean and SD are shown. **c**. CXCR1 and CXCR2 expression in neutrophils from healthy individual (n=7) and cancer patients (n=4 for CXCR1 and n=6 for CXCR2) assessed by flow cytometry. Individual results for each subject, mean and SD are shown. **d, e**. Spontaneous (n=12) **(d)** and CXCL1 stimulated (n=11 for PMN and n=13 for PMN-MDSC) (**e**) migration of neutrophils and PMN-MDSC from the same cancer patients. **f**. Expression of chemokine receptors in human neutrophils. Indicated chemokine receptors were measured by flow cytometry on PMN-MDSC and neutrophils from cancer patients. N=4 for CXCR1 and n=6 for CXCR2. **g**. Percentage of CD45^−^CFSE^+^ LLC cells in lungs from naive mice 12 hours after intravenous injection. BM Ly6G^+^ neutrophils (PMN) from naïve (n=7), one week (n=5), or three-week (n=5) LL2 mice were injected 6 hours before tumor cells. **h**. IVIS-based analysis of ex-vivo luciferase activity in excised lungs from naive mice, which were injected i.v. with indicated BM Ly6G^+^ cells 5 hours before the i.v. injection of LL2 tumor cells. N=3. Detection was performed two weeks after the injection. In all panels mean and SD are shown. P values are calculated in two-sided Student’s t-test. * − p <0.05; **−p<0.01; ***−p<0.001; ****−p<0.0001.

# Supplementary material for: Unique pattern of neutrophil migration and function during tumor progression
**Source:** Nat Immunol. Author manuscript; Available in PMC 2019 Apr 15.
**Supplement:** 1

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data was collected using BD FACSDiva software. Seahorse assay data was collected using Wave v2.4.                                                                                                                                                                                            |
| Data analysis   | Metabolite identification and quantitation was performed with TraceFinder 3.1 (Thermo Fisher Scientific). Flow cytometry data was analyzed using FlowJo v9.6.2 (Tree Star, Inc.). Seahorse assay data was analyzed using Wave v2.4. Data analysis was also conducted using Prism v 7.0 (GraphPad Software). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Samples sizes were determined based off of published studies that utilize murine and human samples.                                                                                                                                                             |
| Data exclusions | Describe any data exclusions. If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                 |
| Replication     | Describe the measures taken to verify the reproducibility of the experimental findings. If all attempts at replication were successful, confirm this OR if there are any findings that were not replicated or cannot be reproduced, note this and describe why. |
| Randomization   | Not relevant to the study                                                                                                                                                                                                                                       |
| Blinding        | Not relevant to the study                                                                                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | BD Biosciences: CD45.1-FITC (clone A20; catalog #: 553775), CD45.2-APC-Cy7 (clone: 104; catalog #: 560694), Ly6G-PE (clone: 1A8; catalog #: 551461), CD14-APC-Cy7 (clone: MφP-9, catalog #: 557831); Ly6G-APC (clone: 1A8; catalog #: 560599); Mouse IgG1, κ isotype control-FITC (clone: MOPC-21, catalog #: 555909); CXCR2-FITC (clone: 6C6; catalog #: 551126); BioLegend: CD15-PerCP-Cy5.5 (clone: SSEA-1; catalog #: 323020); CXCR1-PE (clone: None; catalog #: 320608); Mouse IgG2b, κ isotype control-PE (clone: MPC-11; catalog #: 400314); CXCR4-PE (clone: 306505; catalog #: None); Mouse IgG2a, κ isotype control-PE (clone: MOPC-173; catalog #: 400214); CD11b-BV421 (clone: M1/70; catalog #: 101236) R&D Systems: CXCR2-PE (clone: 242216; catalog #: FAB2164P); CXCR1-PE (clone: 1122A; catalog #: FAB8628P) Novus Biologicals: Glut1 (clone: None; catalog #: NB110-39113); Glut4 (clone: None; catalog #: NBP1-49533) |
| Validation      | Validation for primary antibodies can be found on the respective datasheets for each antibody.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                                                                                                                                                 |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)      | EL4, LLC, and CT26 cell lines were obtained from ATCC. The LL2 cell line expressing luciferase was a gift from Rupal Ramakrishnan (H. Lee Moffitt Cancer Center). The 4662 line |
| Authentication           | None of the cell lines were authenticated.                                                                                                                                      |
| Mycoplasma contamination | The cell lines tested negative for mycoplasma.                                                                                                                                  |

Commonly misidentified lines  
(See [ICLAC](#) register)

None

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Female and male C57BL/6 CD45.1+ and female C57BL/6 CD45.2+ mice (aged 6–8 weeks) were purchased from Charles River Laboratories. Female C57BL/6 CD45.1+/2+ were generated by crossing a male CD45.1+ with a female CD45.2+. Female OT-I TCR-transgenic mice (C57BL/6-Tg(TCRaTCRb)1100mjb) (4–6 week old) and female Pmel TCR-transgenic mice (B6.Cg-Thy1a/CyTg(Tcratcrb)8Rest) (4–6 week old) were purchased from Jackson Laboratories.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Murine cells from the bone marrow were obtained by removing the muscle and connective tissue from the femurs and tibia of euthanized mice. The tibia and femur were cut at both ends and the bone marrow was flushed from the bones with a cold solution of PBS 1x (ThermoFisher Scientific), FBS 1%, EDTA 2 mM (ThermoFisher Scientific) (cell suspension buffer, CSB) using a 25-gauge needle (Fisher Scientific, Cat#: 14-826AA), and red blood cells were lysed using Ammonium-Chloride-Potassium (ACK) lysing buffer. Cells were filtered through 70µm cell strainer (Fisher Scientific, Cat#: 087712) and resuspended in MACS buffer (0.5% heat-inactivated FBS and 2mM EDTA in PBS, filtered) for further use.

Murine cells from the blood were obtained by

Murine spleens were put in a 70 µm strainer placed on a conical 50 mL Falcon tube and cut into small pieces. These pieces were then grinded against the cell strainer using the plunger of a 5 mL syringe and washed several times with cold CSB. Tubes were centrifuged at 1500 rpm at 4°C, the supernatant was removed and red blood cells were lysed by resuspending the cell pellet in ACK lysis buffer for 5 minutes at room temperature. Cells are then washed with cold CSB, spin down and the pellet is resuspended in cold CSB and counted using Trypan blue (VWR).

Murine single-cell suspensions from lungs were prepared using mouse lung dissociation kit (Miltenyi Biotec) according to the manufacturer's recommendations with an additional red blood cell lysis step as described above.

Human neutrophils from healthy individuals and cancer subjects were isolated using the MACSxpress isolation kit (Miltenyi). For parallel isolation of PMN-MDSC and neutrophils, double density gradient of Histopaque-1077 and Histopaque-1119 (Sigma Aldrich) was used. PMN-MDSC and neutrophils were isolated from the low density PBMCs, and high-density gradient, respectively, using CD15-beads (Miltenyi), per manufacturer's protocol.

Instrument

Data were collected on either BD Biosciences LSRII 14- (Model #: ) or 18-color (Model #: ) instruments.

Software

BD FACSDiva software was used to collect the data. FlowJo software (Tree Star, Inc.) was used to analyze the data.

Cell population abundance

Not applicable

Gating strategy

For the CXCR1/CXCR2, mitochondrial mass, Glut1/3/4, ROS, and F-actin experiments on murine samples, cells gated from the SSC-A/FSC-A plot were then plotted against the cell viability marker (AQUA live-dead) and negative cells were selected. These cells were plotted on FSC-A/CD11b and CD11b-positive cells were selected. These cells were plotted on Ly-6G/Ly-6C and the Ly6G-positive cells were selected. A histogram of the marker in question yielded the MFI for that marker in this population. For the in vivo migration experiments, splenic or lung cells gated from the SSC-A/FSC-A plot were then plotted against Ly6G, and Ly6G-positive cells were selected. Cells were then plotted on CD45.1/CD45.2 to identify the population of CD45.1- or CD45.2-positive cells distinct from the double-positive CD45.1/CD45.2 recipient Ly6G-positive cells. For human samples, cells from the SSC-A/FSC-A plot were plotted against the cell viability marker (AQUA live-dead) and negative cells were selected. These cells were plotted on FSC-A/CD11b and CD11b-positive cells were selected. These cells were plotted on SSC-A/CD14, and CD14-negative cells were selected. These cells were plotted on SSC-A/CD15 and CD15-positive cells were selected. A histogram of the marker in question yielded the MFI for that marker in this population.

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Unique pattern of neutrophil migration and function during tumor progression
**Source:** Nat Immunol. Author manuscript; Available in PMC 2019 Apr 15.
**Supplement:** 2

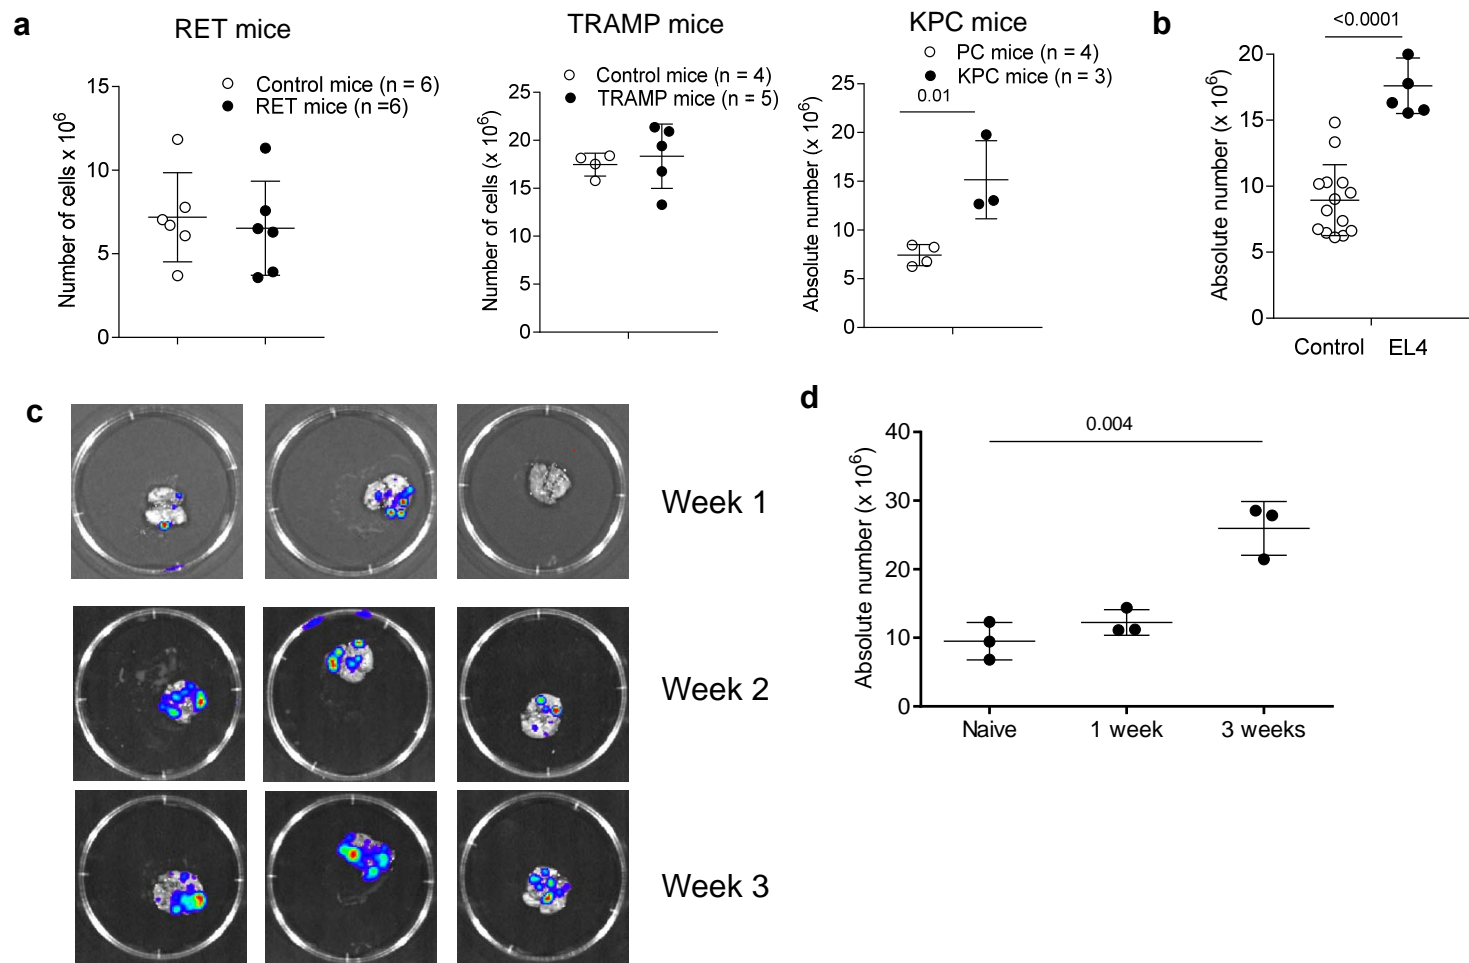

**Supplemental Figure 1. The total number of CD11b<sup>+</sup>Ly6C<sup>low</sup>Ly6G<sup>+</sup> neutrophils in BM of tumor-bearing mice.** **a.** GEM models (n=6 for RET mice, n= 5 for TRAMP mice, n=3 for KPC mice), **b.** ectopic s.c. models (n=5 for EL4 mice), **c.** Example of luciferase activity in lungs extracted from mice injected i.v. with  $5 \times 10^4$  LL2 tumor cells. **d.** orthotopic LL2 model (n=3). Individual results, mean and SD are shown. P values were calculated in two-sided Student's t-test.

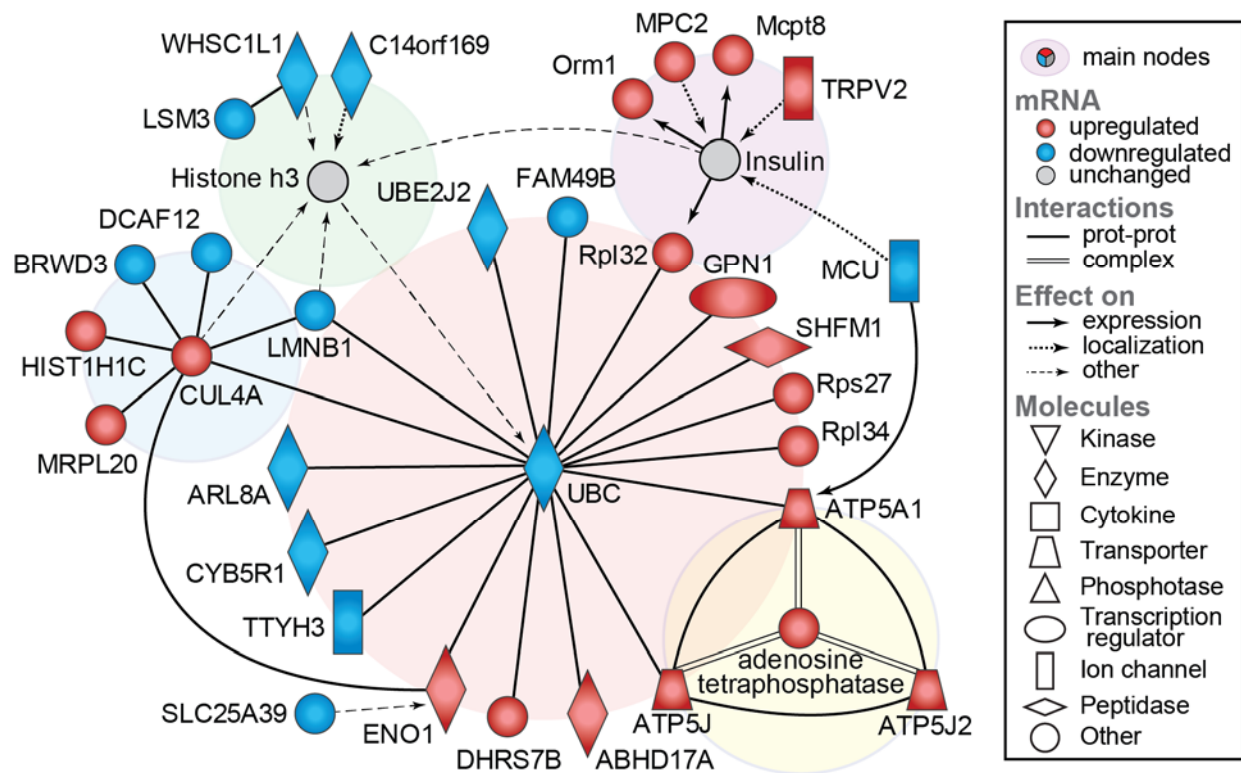

**Supplemental Figure 2. Network Ingenuity Pathway Analysis of genes changed at week 1 compared to naïve.** Top network (score=53) annotated with Top Diseases and Functions as “Energy Production, Nucleic Acid Metabolism, Small Molecule Biochemistry” is shown.

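The network colors 32 genes, 18 as higher and 14 as lower at 1 week. Of the 31 matched to the files by symbol, 30 had the colored direction in one-week LL2 mice against naive mice, 17 higher and 13 lower. By edgeR's test over all genes 27 were changed, and 30 with the adjustment over the list alone. Over all genes, 22 were changed with offsets for gene length and GC content and 30 with DESeq2 on all libraries. The list was drawn from these libraries, so the smaller adjustment says nothing about its stability. In three-week LL2 mice, 23 had the colored direction. There 15 were changed, or 15 over the list alone, 12 of the former in the colored direction and Orm1, Mcpt8 and Ttyh3 against it, with log2 fold changes of -1.54 (adjusted p = 6.87e-05), -1.26 (adjusted p = 0.032) and 0.56 (adjusted p = 0.0044). The exception at 1 week was Rps27 (ENSMUSG00000090733), with a log2 fold change of -1.89 (standard error 0.935, adjusted p = 0.248) and 0 counts in one-week replicate 1 against 964 in replicate 2. The ATP synthase genes of the network, Atp5j (ENSMUSG00000022890, chromosome 16, 84827866 to 84835625), Atp5j2 and Atp5a1, had 0.91 (standard error 0.131, adjusted p = 0.00175), 0.51 (standard error 0.125, adjusted p = 0.0262) and 0.47 (standard error 0.123, adjusted p = 0.0358) at 1 week, all higher in every one-week library than in the naive ones. At 3 weeks they had 0.47 (adjusted p = 0.022), 0.08 (adjusted p = 0.691) and 0.54 (adjusted p = 0.00718).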

a

## Week 1 vs. Control

| w1/N  | w3/N  | w3/1  | w1/N | w3/N | w3/1 | Naïve | w1 | w3 | Symbol | Description   |
|-------|-------|-------|------|------|------|-------|----|----|--------|---------------|
| fold  | fold  | fold  | fdr  | fdr  | fdr  | 1     | 2  | 1  | 2      |               |
| 2.87  | 1.97  | -1.46 | 0%   | 0%   | 0%   |       |    |    |        | Pglyrp1       |
| 2.39  | 1.43  | -1.68 | 0%   | 0%   | 0%   |       |    |    |        | Arhgap31      |
| 2.22  | 1.29  | -1.71 | 0%   | 28%  | 0%   |       |    |    |        | 1700008O03Rik |
| 2.04  | 1.22  | -1.67 | 0%   | 40%  | 0%   |       |    |    |        | Kcnmb4        |
| 1.99  | 1.10  | -1.82 | 0%   | 92%  | 0%   |       |    |    |        | Il11          |
| 1.98  | 1.26  | -1.58 | 0%   | 20%  | 0%   |       |    |    |        | Mbtps2        |
| 1.89  | 1.90  | 1.01  | 0%   | 0%   | 100% |       |    |    |        | Rpl6          |
| 1.73  | 1.76  | 1.02  | 0%   | 0%   | 99%  |       |    |    |        | Rps29         |
| -1.60 | -1.27 | 1.26  | 0%   | 1%   | 2%   |       |    |    |        | Ubc           |
| -1.60 | -1.11 | 1.45  | 0%   | 66%  | 0%   |       |    |    |        | Lrrc17        |
| -1.63 | 1.30  | 2.12  | 0%   | 1%   | 0%   |       |    |    |        | Ddx6          |
| -1.71 | -1.46 | 1.17  | 0%   | 0%   | 27%  |       |    |    |        | Usf2          |
| -1.71 | -1.02 | 1.68  | 0%   | 100% | 0%   |       |    |    |        | Slc16a3       |
| -1.77 | 1.13  | 2.00  | 0%   | 52%  | 0%   |       |    |    |        | Gnb2          |
| -1.80 | -1.27 | 1.42  | 0%   | 5%   | 0%   |       |    |    |        | Lypla2        |
| -1.82 | -1.27 | 1.43  | 0%   | 7%   | 0%   |       |    |    |        | Rrbp1         |
| -1.85 | -1.35 | 1.37  | 0%   | 2%   | 1%   |       |    |    |        | Gsk3b         |
| -1.89 | 1.21  | 2.29  | 0%   | 15%  | 0%   |       |    |    |        | Rassf5        |
| -1.91 | -1.37 | 1.40  | 0%   | 0%   | 0%   |       |    |    |        | Lmnb1         |
| -1.97 | -2.92 | -1.49 | 0%   | 0%   | 0%   |       |    |    |        | St3gal5       |
| -2.05 | -1.82 | 1.13  | 0%   | 0%   | 79%  |       |    |    |        | Ets2          |
| -2.24 | -1.50 | 1.49  | 0%   | 0%   | 0%   |       |    |    |        | Rrag          |
| -2.34 | -1.77 | 1.33  | 0%   | 0%   | 2%   |       |    |    |        | Fus           |
| -2.38 | -1.05 | 2.25  | 0%   | 100% | 0%   |       |    |    |        | Tsc22d3       |
| -2.76 | -1.58 | 1.74  | 0%   | 1%   | 0%   |       |    |    |        | Dbt           |
| -2.78 | -1.35 | 2.07  | 0%   | 12%  | 0%   |       |    |    |        | Akna          |
| -2.99 | -2.04 | 1.46  | 0%   | 0%   | 17%  |       |    |    |        | Fhod1         |
| -3.10 | -2.24 | 1.39  | 0%   | 0%   | 19%  |       |    |    |        | Spag7         |
| -4.41 | -2.77 | 1.59  | 0%   | 0%   | 10%  |       |    |    |        | Grm1          |
| -4.61 | -2.21 | 2.09  | 0%   | 0%   | 0%   |       |    |    |        | Epha5         |

b

## Week 3 vs. Control

| w1/N  | w3/N  | w3/1  | w1/N | w3/N | w3/1 | Naïve | w1 | w3 | Symbol | Description   |
|-------|-------|-------|------|------|------|-------|----|----|--------|---------------|
| fold  | fold  | fold  | fdr  | fdr  | fdr  | 1     | 2  | 1  | 2      |               |
| 1.20  | 21.24 | 17.68 | 88%  | 0%   | 0%   |       |    |    |        | BC100530      |
| -1.03 | 20.71 | 21.27 | 100% | 0%   | 0%   |       |    |    |        | Stfa2         |
| -1.45 | 15.39 | 22.37 | 10%  | 0%   | 0%   |       |    |    |        | Prok2         |
| 1.67  | 14.24 | 8.51  | 17%  | 0%   | 0%   |       |    |    |        | Stfa3         |
| -1.13 | 13.24 | 15.01 | 100% | 0%   | 0%   |       |    |    |        | Fignl2        |
| -1.21 | 9.82  | 11.89 | 100% | 0%   | 0%   |       |    |    |        | 0610040J01Rik |
| 1.10  | 7.76  | 7.06  | 100% | 0%   | 0%   |       |    |    |        | Cd38          |
| -1.63 | 7.48  | 12.23 | 15%  | 0%   | 0%   |       |    |    |        | Cd244         |
| -1.00 | 5.81  | 5.82  | 100% | 0%   | 0%   |       |    |    |        | Asprv1        |
| 1.06  | 5.75  | 5.43  | 100% | 0%   | 0%   |       |    |    |        | Stfa1         |
| 1.54  | 5.53  | 3.59  | 0%   | 0%   | 0%   |       |    |    |        | Stfa2l1       |
| -1.30 | 4.97  | 6.47  | 34%  | 0%   | 0%   |       |    |    |        | Socs3         |
| -1.27 | 4.57  | 5.80  | 66%  | 0%   | 0%   |       |    |    |        | 6330416G13Rik |
| -1.16 | 4.53  | 5.24  | 91%  | 0%   | 0%   |       |    |    |        | Il4ra         |
| 1.11  | 4.24  | 3.80  | 100% | 0%   | 0%   |       |    |    |        | Atp13a2       |
| -1.09 | 4.05  | 4.44  | 100% | 0%   | 0%   |       |    |    |        | Cd14          |
| 1.46  | 3.65  | 2.49  | 0%   | 0%   | 0%   |       |    |    |        | Ifitm6        |
| -1.18 | 3.42  | 4.05  | 54%  | 0%   | 0%   |       |    |    |        | Cttnbip1      |
| -1.37 | 3.39  | 4.64  | 8%   | 0%   | 0%   |       |    |    |        | Zfp361l       |
| -1.18 | 3.26  | 3.86  | 54%  | 0%   | 0%   |       |    |    |        | Spata13       |
| -1.42 | 3.24  | 4.59  | 4%   | 0%   | 0%   |       |    |    |        | Ddi2          |
| 1.09  | 2.79  | 2.57  | 100% | 0%   | 0%   |       |    |    |        | Tgfb          |
| -1.31 | 2.77  | 3.62  | 4%   | 0%   | 0%   |       |    |    |        | Srx1          |
| 1.10  | 2.76  | 2.52  | 100% | 0%   | 0%   |       |    |    |        | Emilin2       |
| -1.13 | 2.67  | 3.03  | 85%  | 0%   | 0%   |       |    |    |        | Ube2h         |
| 1.12  | 2.66  | 2.38  | 95%  | 0%   | 0%   |       |    |    |        | S100a6        |
| -1.24 | -3.40 | -2.75 | 39%  | 0%   | 0%   |       |    |    |        | Atg16l2       |
| -1.71 | -4.13 | -2.41 | 0%   | 0%   | 0%   |       |    |    |        | Il1rn         |
| -1.10 | -4.71 | -4.28 | 100% | 0%   | 0%   |       |    |    |        | Acta2         |
| -1.39 | -6.12 | -4.41 | 24%  | 0%   | 0%   |       |    |    |        | Ras111b       |

## Expression fold vs mean

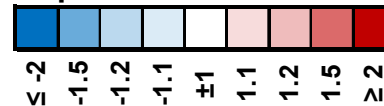

**Supplemental Figure 3. Top 30 differentially expressed known genes. a.** At week 1 vs Control. **b.** At week 3 vs Control. Insignificant fold changes with nominal  $p > 0.05$  are shown in white.

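The table's fold changes are signed, so that a fold below 0 is a decrease. For 55 of its genes that matched by symbol and had values, 165 signed folds were computed over the 3 comparisons. Pglyrp1 (ENSMUSG00000030413, chromosome 7, 18871331 to 18890459) had 94.6 ± 19.2 CPM in naive and 288 ± 35.9 in one-week LL2 mice, a log2 fold change of 1.61 (standard error 0.146, adjusted p = 5.53e-05). Epha5 went from 55.3 ± 24.8 to 9.99 ± 0.832 CPM, a log2 fold change of -2.47 (standard error 0.261, adjusted p = 2.04e-04). At 3 weeks Stfa2 (ENSMUSG00000022902, chromosome 16, 36403992 to 36408457) had 314 ± 107 CPM against 7.58 ± 1.13 in naive mice, a log2 fold change of 5.37 (standard error 0.245, adjusted p = 4.13e-08). Prok2 had 8.38 ± 0.0586 CPM at 1 week and 225 ± 47.4 at 3 weeks, a log2 fold change of 4.74 (standard error 0.182, adjusted p = 1.33e-08). For these 4 genes the libraries of the groups compared did not overlap.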

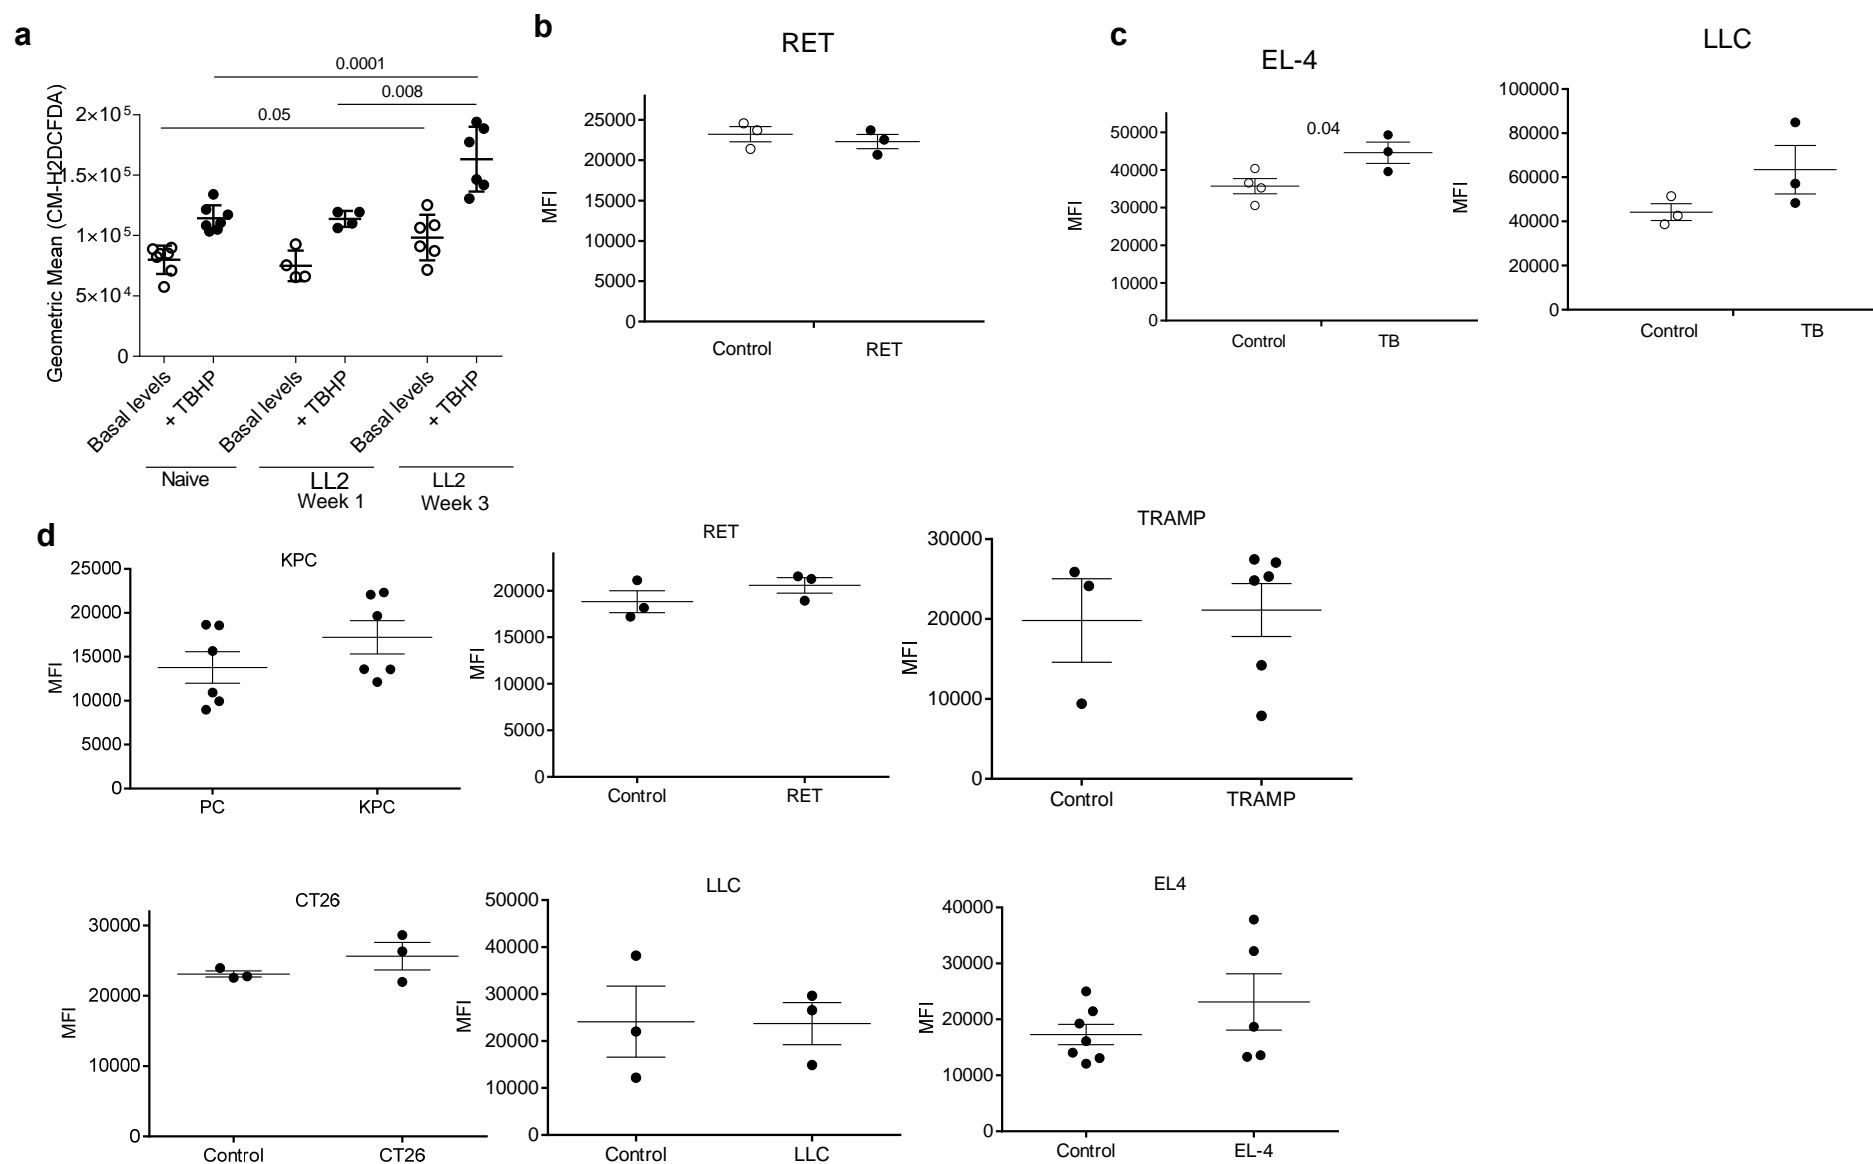

**Supplemental Figure 4. Cytoplasmic ROS level in neutrophils.** Spontaneous and stimulated (TBHP) ROS level in BM neutrophils from naïve (n=7), one- (n=4) and three-week (n=6) LL2 mice (**a**), RET melanoma (n=3) (**b**), EL4 (n=3) and LLC (n=3) mice (**c**). Individual results for each mouse, mean and SD are shown. P values in two-sided Student's t-test are shown. **d**. Mitochondrial mass of neutrophils and PMN-MDSC. Mitochondrial mass was measured using MitoTracker™ Green-FM and flow cytometry in BM neutrophils from indicated tumor models. KPC (n=6), RET (n=3), TRAMP (n=6), CT26 (n=3), LLC (n=3), EL4 (n=5). Individual results for each mouse, mean and SD are shown.

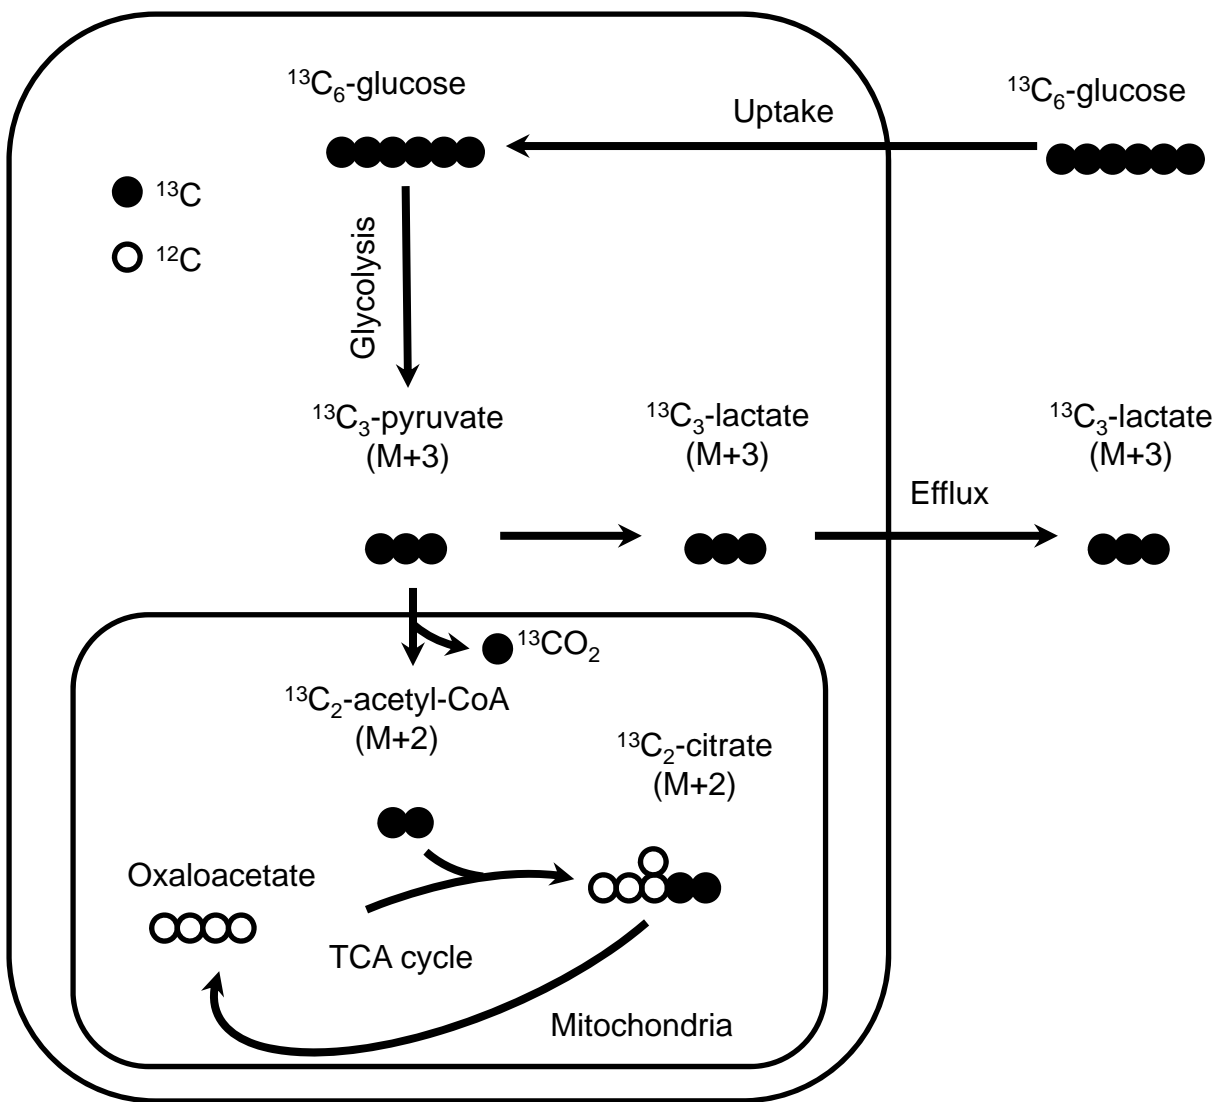

**Supplemental Figure 5. Illustration of the flow of  $^{13}\text{C}_6$ -glucose through glycolysis and into the TCA cycle.** The black circles represent carbon-13, the clear circle represent carbon-12. The six carbons of glucose are broken into two molecules of three carbons each half through glycolysis. Hence, the appearance of pyruvate containing three carbon-13 atoms (i.e. M+3) is a readout of glycolysis. Subsequently, if pyruvate is converted to lactate, the lactate will also have all three carbons labeled (M+3). However, if pyruvate enters the mitochondria, pyruvate dehydrogenase catalyzes its decarboxylation (loss of  $\text{CO}_2$ ) thereby creating a two carbon-13 labeled acetyl-CoA molecule. The two carbons of acetyl-CoA are then used in the synthesis of citrate (M+2) and can be used as a readout of glucose flux into the TCA cycle.

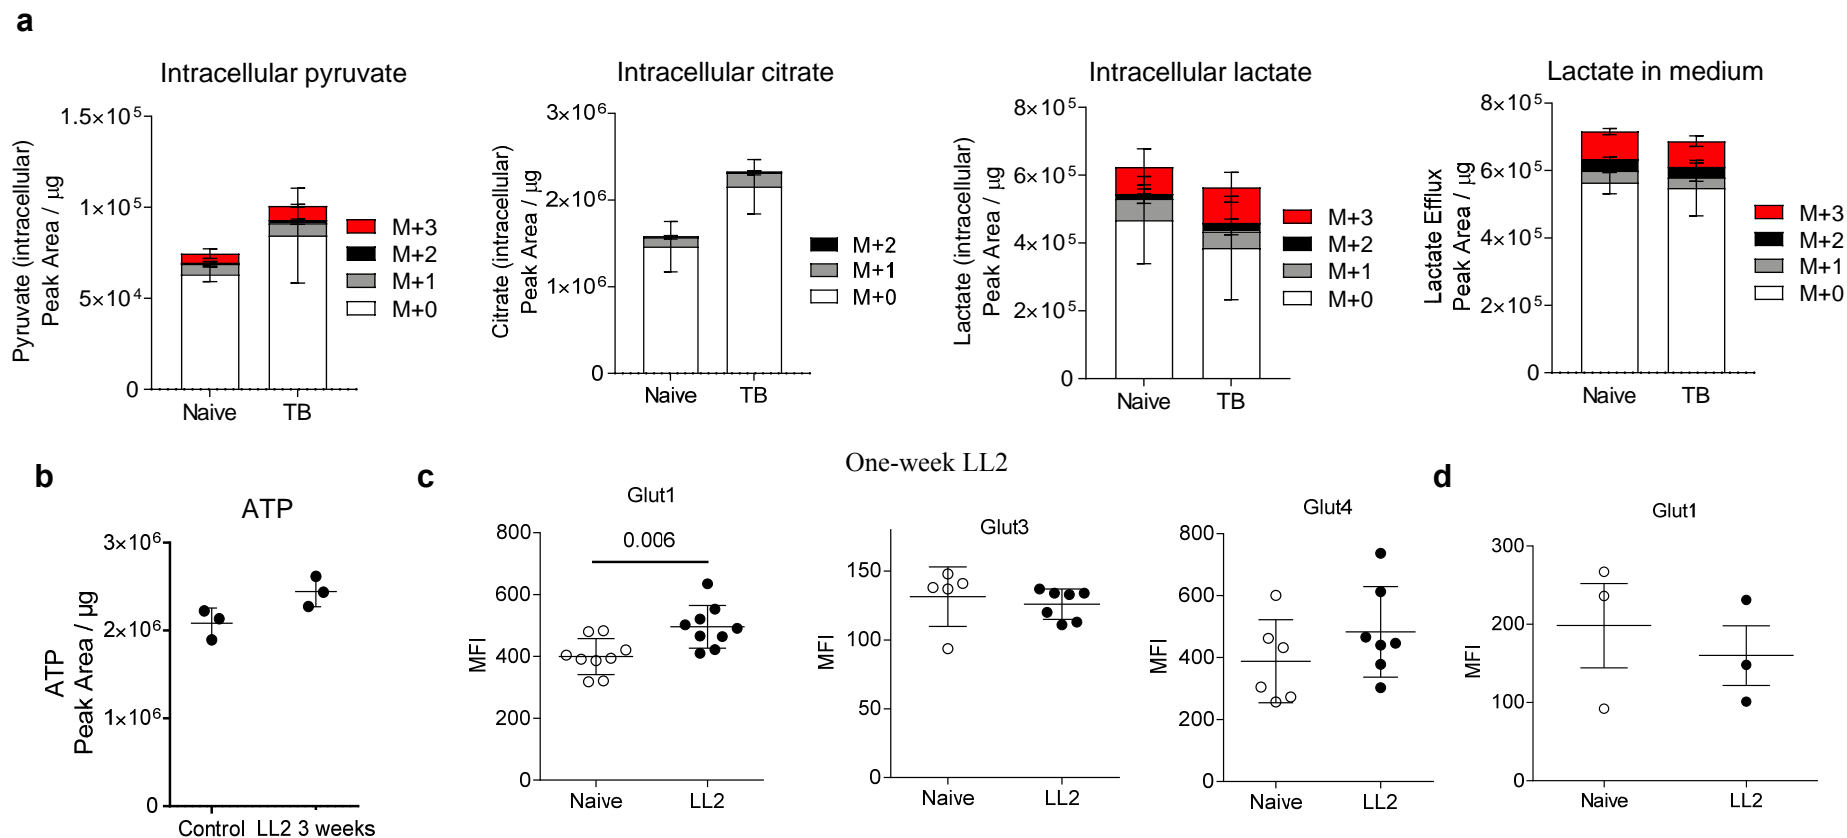

**Supplemental Figure 6. Glucose metabolism in neutrophils.** **a.** Flow of  $^{13}\text{C}_6$ -glucose through glycolysis in BM neutrophils from control and TB mice with 3-week s.c. LL2 tumor (n=3). **b.** ATP level in neutrophils (n=3). **c.** Expression of glucose transporter on the surface of neutrophils from naïve and one-week LL2 TB mice (n=7). **d.** Expression of Glut1 on the surface of neutrophils from naïve and three-week LL2 TB mice (n=3). Individual results for each mouse, mean and SD are shown. Significant p values in two-sided Student's t-test are shown.

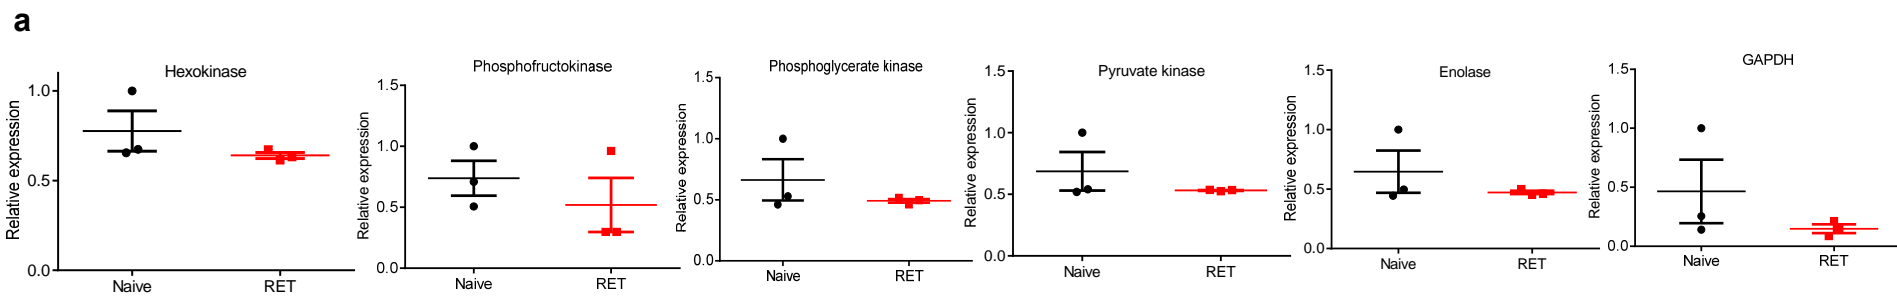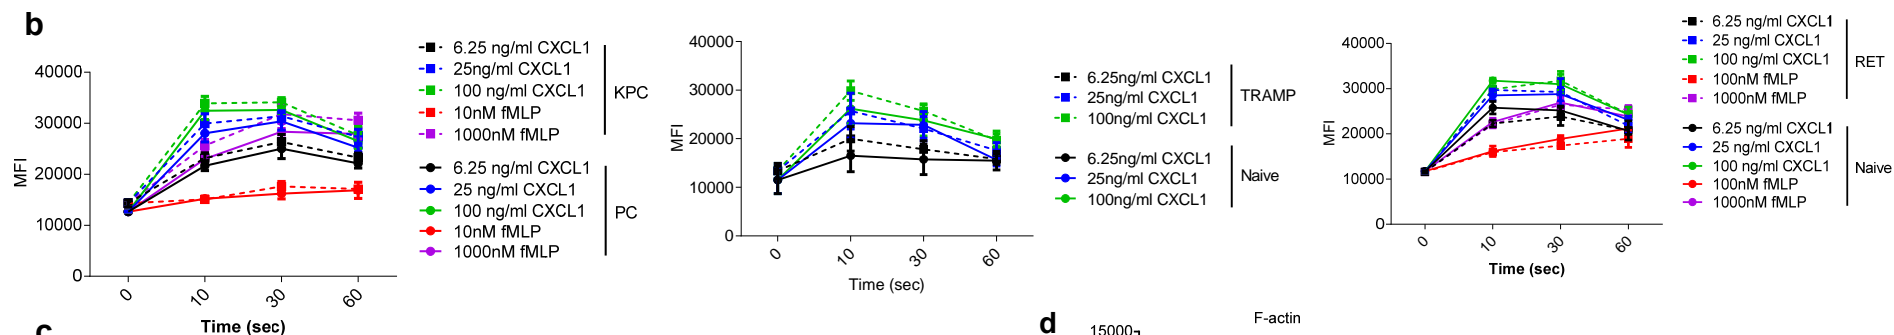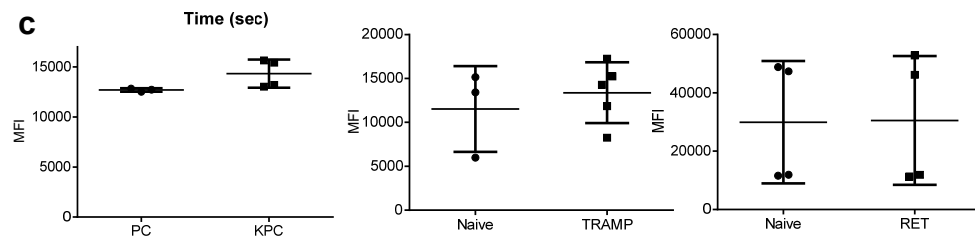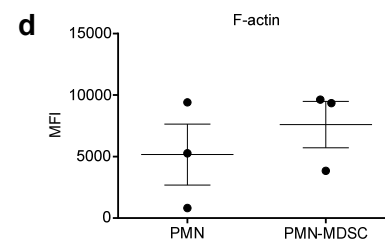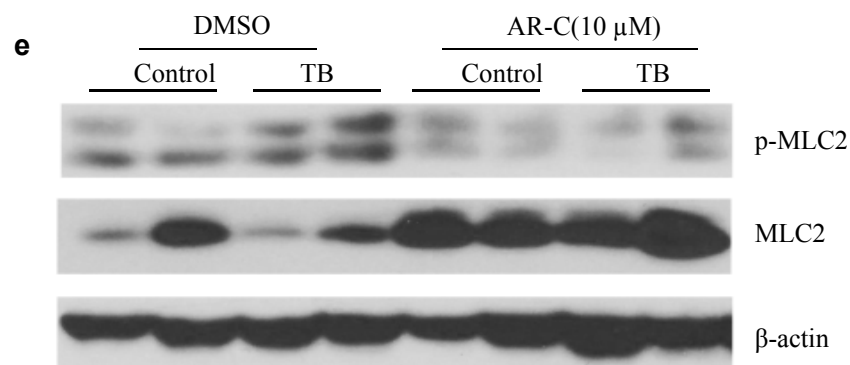

**Supplemental Figure 7. Expression of F-actin and genes associated with the glycolytic pathway.** **a.** Expression of indicated genes in neutrophils from control and RET melanoma mice measured in real-time quantitative PCR (n=3). Individual results for each mouse, mean and SD are shown. **b.** F-actin was measured using flow cytometry before and after stimulation with CXCL1 or fMLP in BM neutrophils from indicated tumor models. Typical example of 4 experiments is shown. **c.** F-actin in unstimulated cells evaluated by flow cytometry. Individual results for each mouse, mean and SD are shown. **d.** F-actin in in neutrophils and PMN-MDSC measured by flow cytometry (n=4). Individual results for each mouse, mean and SD are shown. Significant p values in two-sided Student's t-test are shown. **e.** pMLC2 in neutrophils from control tumor-free and one-week LLC TB mice. Neutrophils were treated with vehicle alone or with P2Y2 inhibitor (ARC) for 1 hour before Western blot analysis. Two experiments with similar results were performed.

Early stage tumor, minimal inflammation

Late stage tumors, strong inflammation

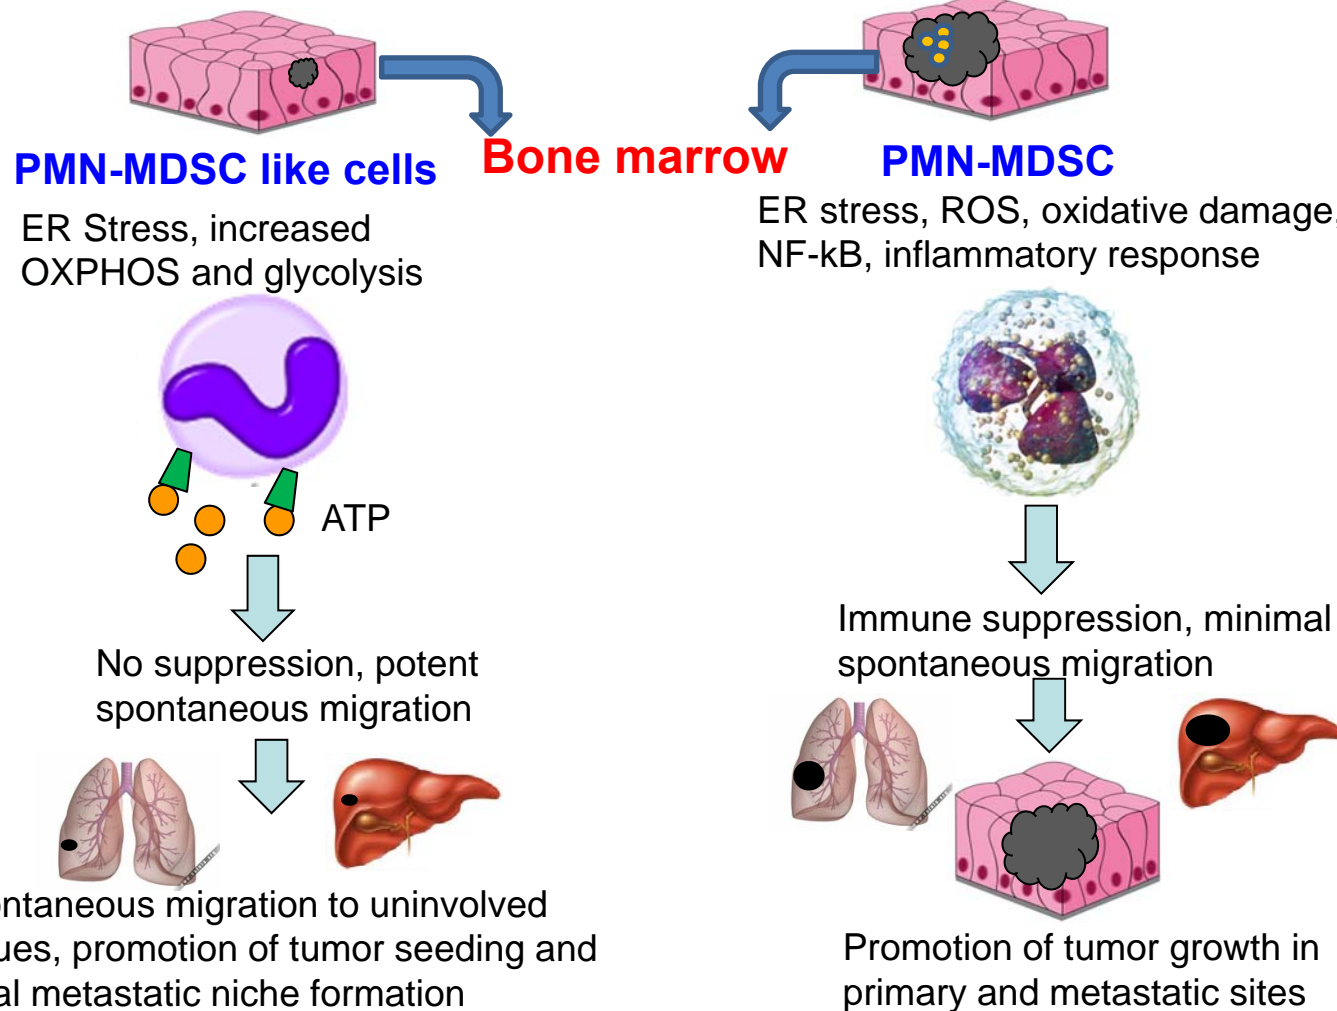

**Supplemental Figure 8. Model of PM-LC involvement in tumor progression.** During early stages of tumor development, BM neutrophils are characterized by ER stress, and increased OXPHOS and glycolysis, This results in increased spontaneous motility mediated by ATP and purinergic receptors in autocrine and paracrine fashion. These cells actively migrate to uninvolved tissues and promoted tumor cell seeding and formation of metastasis. At later stages, when tumor burden is bigger and tumors are infiltrated with immune cells or contain necrotic loci with associated inflammation, it results in generation of PMN-MDSC, characterized by immune suppressive activity, activation of pro-inflammatory and oxidative damage signaling. These cells actively migrate to the sites with established tumors (primary or metastatic) and promote further tumor growth.

Migration - Naive and RET Combined.mp4

**Supplemental Video. Time lapse video demonstrating spontaneous movement of neutrophils from naïve and RET TB mice. Scale bar = 50  $\mu$ m**

**Supplemental Table 1. List of reagents**

| Company                 | Antibody name                        | Catalog number | Clone    |
|-------------------------|--------------------------------------|----------------|----------|
| BD Biosciences          | CD45.1-FITC                          | 553775         | A20      |
|                         | CD45.2-APC-Cy7                       | 560694         | 104      |
|                         | Ly-6G-PE                             | 551461         | 1A8      |
|                         | CD14-APC-Cy7                         | 557831         | MφP-9    |
|                         | Ly6G-APC                             | 560599         | 1A8      |
|                         | Mouse IgG1, κ isotype control-FITC   | 555909         | MOPC-21  |
|                         | CXCR2-FITC                           | 551126         | 6C6      |
|                         | Cytofix/Cytoperm Solution            | 554722         |          |
|                         | Perm/Wash Buffer                     | 554723         |          |
| BioLegend               | CD15-PerCP-Cy5.5                     | 323020         | SSEA-1   |
|                         | CXCR1-PE                             | 320608         | None     |
|                         | Mouse IgG2b, κ isotype control-PE    | 400314         | MPC-11   |
|                         | CXCR4-PE                             | 306505         | None     |
|                         | Mouse IgG2a, κ isotype control-PE    | 400214         | MOPC-173 |
|                         | CD11b-BV421                          | 101236         | M1/70    |
| R&D Systems             | CXCR2-PE                             | FAB2164P       | 242216   |
|                         | CXCR1-PE                             | FAB8628P       | 1122A    |
| ThermoFisher Scientific | Phalloidin-AF488                     | A12379         |          |
|                         | Aqua Live / Dead Fixable 405         | L34966         | None     |
|                         | DAPI                                 | D3571          | None     |
| Novus Biologicals       | MitoTracker™ Green FM                | M7514          | None     |
|                         | Glut1                                | NB110-39113    | None     |
|                         | Glut4                                | NBP1-49533     | None     |
| Abcam                   | Glut3-FITC                           | ab136180       | None     |
| Sigma                   | Adenosine 5'-diphosphate sodium salt | A2744          | None     |

**Supplemental Table 2. Primers sequence**

|                         |                              |
|-------------------------|------------------------------|
| Glut1                   | Fwd: AGCCCTGCTACAGTGTAT      |
|                         | Rev: AGGTCTCGGGTCACATC       |
| Glut3                   | Fwd: ATGGGGACAACGAAGGTGAC    |
|                         | Rev: CAGGTGCATTGATGACTCCAG   |
| HIF1 $\alpha$           | Fwd: TCTCGGCGAAGCAAAGAGTC    |
|                         | Rev: AGCCATCTAGGGCTTTCAGATAA |
| Hexokinase              | Fwd: ATGATCGCCTGCTTATTCACG   |
|                         | Rev: CGCCTAGAAATCTCCAGAAGGG  |
| Phosphofructokinase     | Fwd: CATCGCCGTGTTGACCTCT     |
|                         | Rev: CCCGTGAAGATACCAACTCGG   |
| GAPDH                   | Fwd: CCCTTAAGAGGGATGCTGCC    |
|                         | Rev: ACTGTGCCGTTGAATTTGCC    |
| Phosphoglycerate kinase | Fwd: CCCAGAAGTCGAGAATGCCTG   |
|                         | Rev: CTCGGTGTGCAGTCCCAA      |
| Enolase                 | Fwd: AGTACGGGAAGGACGCCACCA   |
|                         | Rev: GCGGCCACATCCATGCCGAT    |
| Pyruvate kinase         | Fwd: GCCGCCTGGACATTGACTC     |
|                         | Rev: CCATGAGAGAAATTCAGCCGAG  |
| $\beta$ -actin          | Fwd: CCTTCTGGGTATGGAATCCTGT  |
|                         | Rev: GGCATAGAGGTCTTTACGGATGT |

How the deposited data were processed for this re-analysis (not part of the article)

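RNA from Ly6G-positive bone marrow neutrophils of naive mice, one-week LL2 mice and three-week LL2 mice was measured in 2 libraries per group, as the sample labels and the columns of Supplemental Figure 3 give them. The legend of Fig. 4 gives 3 samples per group. The labels give reads of 75 bp and the methods reads of up to 50 bp. According to the methods, the authors selected cells to over 95% purity, prepared total RNA libraries, aligned reads with RSEM against mm10 and the Ensembl transcriptome and kept samples with enough aligned reads. The authors deposited expected counts per gene as whole numbers, without normalization between libraries. RPKM values, which the methods name, were not used here, and the comparison of log2 RPKM with limma was not run. The authors' own tests used DESeq2 and their pathway results IPA.

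Symbols, positions, gene lengths and GC content came from GENCODE annotation of GRCm38, the build called mm10. Of 38887 identifiers, 37570 matched, and 12101 of the tested genes had a length and a GC content. Genes with low counts were removed by edgeR's filterByExpr, which left 12259 genes, 10960 of them protein-coding. Counts were scaled by the TMM method and compared by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, in one model of all 6 libraries with the group as the only factor. Benjamini-Hochberg adjusted p-values under 0.05 defined changed genes. TMM factors lay between 0.9134 and 1.072. Within groups, Pearson's r of log2 CPM across genes was between 0.988 and 0.989, where genes are not independent replicates. Overlaps of gene lists were tested with Fisher's exact test. Gene sets were compared with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over 38 sets and 3 comparisons. The sets came from the Reactome collection in fgsea 1.28.0 and from lists written by hand before the counts were seen. One set of ribosomal protein genes was added afterwards. Another set that was tested is not reported here.

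The gene-level tests and the set test were tried on simulated data. Counts were drawn from the means and library sizes of the real genes with 200 genes changed by 2-fold. The changed genes were taken only from those above the median expression. Every gene had the same dispersion, the spread beyond counting noise, of 0.0166. Of the 200 changed genes, edgeR called 189 (94.5%) among 202 calls over 11954 genes, and DESeq2 1.42.0 recovered 92.5%. Where no gene had been changed, edgeR called 0.

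The genes named were chosen by a rule fixed before the data were examined. It takes every gene of Supplementary Fig. 2 and Supplemental Figure 3, the genes the paper measures and the regulators of Fig. 4c, and the genes with the smallest adjusted p-value in each set at a claim. It also takes the genes with the largest rises and falls among changed genes whose libraries did not overlap. Of the genes so eligible, only some are named. Alternatives set before the data were examined were DESeq2 on all libraries and on the groups compared, edgeR on the groups compared, DESeq2's size factors and library size in place of TMM, other filters, offsets for gene length and GC content, a block for the replicate number, other thresholds, other set tests and each library left out in turn. The replicate numbers come from the labels. They denote different mice, so no pairing was used in the results given at the claims. Fits of DESeq2 with shrunken fold changes, overlaps counted by direction and protein-coding genes alone were added after the data were seen. Other splits of the samples were not counted, since each group has 2 libraries. A fold against a group at or below 3 counts in every library is given as a lower bound against that floor. Of the genes with at least 10 counts, 92 had counts identical to another gene in all 6 libraries, 25 of them among the tested genes. Binding of regulators, IPA scores and the other experiments of the paper were not analysed here.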

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

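Of the tests in this part, that of the genes detected only after tumor growth was chosen before its outcome was seen, and the others only after it. The alternatives set before the data were examined are those listed in the processing summary.

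Against the same naive mice, 47 genes changed in opposite directions at 1 week and at 3 weeks, 9 of them higher and then lower and 38 lower and then higher. The number depends on the setting, with 25 under scaling by library size only and 93 without a filter on low counts. Stricter thresholds left 8 with a fold over 2, 3 with an adjusted p-value under 0.01 and 1 with a fold over 5. Gene length and GC content were tested as an explanation, and with offsets for both 37 of the 47 genes were still changed in opposite directions. Error in the naive libraries, which both comparisons share, would shift both the same way and does not account for opposite directions. Markers of eosinophils, basophils and mast cells had a median of 0.54 (adjusted p = 0.054) at 1 week and -1.37 at 3 weeks, higher and then lower in both libraries of each group. That is the direction of 9 of the 47 genes. For these 9, a change in the mixture of cells cannot be told apart from a biological explanation by tumor stage. The other 38 genes went the opposite way to these markers, which leaves their source open.

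Effects on gene sets differed between the weeks, as tested directly between three-week and one-week LL2 mice. The median log2 fold change relative to all genes was 0.43 for glycolytic enzymes, 0.42 for the Reactome set of glycolysis, 0.38 for ER stress response genes, 0.38 for targets of XBP1, 0.61 for targets of HIF1A and -0.795 for interferon-stimulated genes. It was 0.18 for Toll-like receptor cascades, 0.23 for interleukin-1 signaling, 0.20 for signaling by interleukins and 0.185 for Fc gamma receptor dependent phagocytosis. For ER stress response genes, length and GC content and the handling of the cells were tested as technical explanations. Offsets moved the median little, to 0.37, where it was past the threshold. Of genes that respond to handling, immediate early genes had a median of -0.17, with 5 genes higher and 3 lower. Heat shock genes had a median of -0.13, with 0 genes changed. The libraries overlapped in both lists. Since immediate early genes changed in both directions, these medians do not decide whether handling contributed. With offsets the medians of targets of XBP1 and HIF1A were 0.38 and 0.64, and that of interferon-stimulated genes -0.80. With the inter-gene correlation estimated from the libraries, which was done for all of these but the glycolysis sets, no difference was past the threshold. Some of the sets share genes. Between the weeks markers of B cells fell, with -2.02, as did those of eosinophils, basophils and mast cells, with -1.70, so the sets cannot be told apart from a change in the mixture of cells.

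Genes of the Y chromosome, which the paper does not report, had 41 counts in one-week LL2 replicate 2, against 0 in the other one-week library, 2 and 0 in the naive libraries and 1 and 2 in the three-week libraries. Counts were above 3 in 1 library, which is the observation itself, so reads shared with X-linked copies cannot be told apart by it. Totals of T and NK cell markers were 31.5 CPM in this library and 20.1 in the other one-week library, a log2 difference of 0.65 that was larger than within the other groups. RNA from lymphocytes of a male mouse may be one source of these counts. Xist had 2639 counts in the same library. Reads carried over from another library were not tested, and the design gives no biological explanation to test.

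The pseudogene Rpl35a-ps3 had 7.65 CPM in one-week LL2 mice and 0 in naive mice, and the paper does not discuss it. Of 7 copies of Rpl35a in the annotation, several had the same mean as Rpl35a-ps3. Over the same comparison Rpl35a-ps2 fell to a mean of 9.55 CPM. The family total changed by 0.49 log2 against 0.84 for Rpl35a alone. Reads moved from Rpl35a-ps2 to Rpl35a would give a smaller rise of the total, so the pattern cannot be told apart from shared reads.

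Primary granule genes, which the paper does not discuss, were higher in three-week LL2 mice than in naive mice, with a median log2 fold change relative to all genes of 2.26 over 7 genes (adjusted p = 1.1e-04 by limma's camera), in both three-week libraries. More dividing precursors among the selected cells would raise proliferation markers, which instead had a median of -0.53. Markers of B cells fell as well, with -2.23, and fewer dividing cells of other lineages could lower proliferation markers too. That median therefore does not decide about dividing neutrophil precursors. With offsets for length and GC content the median was 2.30. A scale factor moves all genes of a library alike, so it cancels in a median relative to all genes. Scaling by library size only moved the median log2 fold change of all genes from 0.03 to -0.11 and gave 2.26 for the set. This argues against scaling as the source of the rise in these 7 genes. Dividing precursors thus stay open, and precursors that no longer divide were not tested. A change of the neutrophils themselves may be one explanation and a change in the mixture of cells another.

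Among the genes changed upward at 3 weeks against naive mice, 33 outside those the paper lists were at or below 3 counts in both naive libraries and above it in both three-week libraries, 18 of them protein-coding. They have 29 different count profiles, since Rpl35a-ps3 and 3 other copies of Rpl35a share the same counts, as do Rnu3b1 and Rnu3b3, and reads shared between copies cannot be told apart for these. With every library thinned to the smallest total, 30 of them still met these conditions. Depth alone does not account for those 30. Reads from tumor cells were not tested.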

How the results depend on the processing

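The numbers of genes changed at 1 week, at 3 weeks and between the weeks were 979, 2626 and 2759, and 372, 458 and 1644 genes were shared by 1 and 3 weeks, by 1 week and the comparison of the weeks, and by 3 weeks and that comparison. With a fold over 5 the numbers were 92, 208 and 196, with 23, 21 and 120 shared. With a fold over 2 they were 346, 958 and 999, with 78, 108 and 598 shared. With an adjusted p-value under 0.01 they were 274, 1339 and 1481, with 83, 104 and 883 shared. Without a filter on low counts, 1537 genes were changed at 1 week and 595 and 752 were shared in the comparisons that include 1 week. DESeq2 on the groups compared gave 1668 genes at 3 weeks. Of 4 DESeq2 fits with shrunken fold changes, all chosen after the data were seen, the one of all 6 libraries without independent filtering gave 681, 1711 and 1858, with 237, 302 and 1126 shared, and the one with filtering 863, 1981 and 2133. With a fold over 5 as well, the former left 8, 43 and 37. The fits of the groups compared gave 822, 1667 and 1971 with filtering and 637, 1460 and 1739 without it, the last with 204, 275 and 970 shared. In every one of these settings more genes were changed at 3 weeks than at 1 week. The cause of these changes was not tested. Leaving out a library of a group compared leaves 1 library in that group. Such fits gave from 147 to 658 genes at 1 week, from 1362 to 1894 at 3 weeks and from 1502 to 2103 between the weeks. Settings not named in this paragraph kept each number within 1.5 times. Leaving out a library of the group not compared gave from 1132 to 1145 genes at 1 week, from 2348 to 2392 at 3 weeks and from 2657 to 2725 between the weeks.

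With scaling by library size only, the share of changed genes that were higher was 68.6%, 34.7% and 28.6% for the 3 comparisons, against 52.9%, 56% and 57.5% with TMM. At 1 week the share was 41.9% and 45.5% with DESeq2 on all libraries and on the groups compared, 47.9% with DESeq2's size factors, 47% with offsets and 47.9% with offsets and the block, so which direction prevailed depends on the setting. Scaling by library size moved the median log2 fold change of all genes to -0.11 at 3 weeks and -0.23 between the weeks, and set medians are given relative to it. The replicate block, a paired fit by the replicate number, gave 959, 2559 and 2709 changed genes beside 979, 2626 and 2759 without it. The correlation of same-numbered libraries across groups was 0.01, 0.036 and 0.038, so the numbers carry no pairing. The limma comparison on RPKM was not run, with either offset added before the logarithm.

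Of 34 set results, 16 had an adjusted p-value under 0.05 with the fixed correlation, and with the correlation estimated 0 did, 4 having an unadjusted p-value under 0.05. The medians are not affected by this choice. They were 0.18, 0.36 and 0.20 for translation initiation at 1 week, at 3 weeks and between the weeks. For formation of ATP they were 0.26 and 0.23, for respiratory electron transport 0.24 and 0.21 at 1 and 3 weeks, and for the citric acid cycle 0.30 at 3 weeks. Between the weeks they were 0.18 for Toll-like receptor cascades, 0.23 for interleukin-1 signaling, 0.20 for signaling by interleukins, 0.185 for Fc gamma receptor dependent phagocytosis, 0.38 for ER stress response genes, 0.38 for XBP1, 0.61 for HIF1A and -0.795 for interferon-stimulated genes. The test fry, which asks whether a set changed at all, left XBP1 targets and interferon-stimulated genes short of the threshold. It brought past it initiation factors at 3 weeks (0.035), the citric acid cycle (0.15), the unfolded protein response (0.13), glycolytic enzymes (-0.006) and Reactome glycolysis (-0.003) at 1 week. Between the weeks it did so for NRF2 targets (0.14), NADPH oxidase and nitric oxide synthase genes (0.15), metabolism of nitric oxide (0.28), the unfolded protein response (0.29) and targets of LPS, TNF and IL-1 (0.20). Fisher's exact test on changed genes lost formation of ATP and the citric acid cycle at 3 weeks and gained targets of LPS, TNF and IL-1.

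Offsets for length and GC content left translation initiation at 1 week at 0.090 and formation of ATP at 0.20 at 1 week and 0.13 at 3 weeks, all 3 no longer past the threshold, which ties these calls to that correction. With the replicate block as well, these were 0.084, 0.20 and 0.125, and the citric acid cycle at 3 weeks (0.27) and Fc gamma receptor dependent phagocytosis (0.19) also lost the threshold. With library size only, formation of ATP at 3 weeks (0.23) and Fc gamma receptor dependent phagocytosis (0.18) lost it, and targets of LPS, TNF and IL-1 passed it (0.21), as they did without a filter (0.175). Fc gamma receptor dependent phagocytosis also lost it with at least 10 counts in every library (0.16) and, chosen after the data were seen, with protein-coding genes only (0.165). The cause was not tested.

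Medians near 0 changed sign. For glycolytic enzymes at 1 week the median was 0.013 with at least 10 counts in every library and 0.005 with protein-coding genes only. For Reactome glycolysis it was 0.00 with library size only, 0.016 with at least 10 counts, 0.006 with offsets, 0.013 with offsets and the block and 0.007 with protein-coding genes only. Among genes at 1 week, Hk1 reversed to -0.018 with DESeq2, Gapdh to 0.001 with library size only, and Slc2a1 to -0.009 with DESeq2, -0.026 with offsets and -0.024 with offsets and the block. The cause was not tested.

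Across the 6 fits that each left out one library, medians against naive mice at 1 week ran as follows, lowest to highest: translation initiation 0.13 to 0.22, initiation factors -0.060 to -0.020, formation of ATP 0.20 to 0.32, respiratory electron transport 0.16 to 0.33, citric acid cycle 0.086 to 0.16, nucleotides 0.036 to 0.081, ER stress response -0.22 to -0.16, unfolded protein response 0.041 to 0.17, glycolytic enzymes -0.014 to 0.074 and Reactome glycolysis -0.005 to 0.064. At 3 weeks they were translation initiation 0.32 to 0.42, initiation factors 0.026 to 0.087, formation of ATP 0.18 to 0.25, respiratory electron transport 0.16 to 0.31, citric acid cycle 0.22 to 0.37 and nucleotides 0.026 to 0.068. Between the weeks they were Toll-like receptors 0.13 to 0.23, interleukin-1 0.24 to 0.33, interleukins 0.19 to 0.22, Fc gamma receptors 0.14 to 0.20, detoxification of reactive oxygen -0.13 to -0.020, NRF2 0.044 to 0.19, NADPH oxidase and nitric oxide synthase 0.13 to 0.22, nitric oxide 0.18 to 0.21, ER stress response 0.28 to 0.54, unfolded protein response 0.27 to 0.36, translation initiation 0.18 to 0.24, S phase 0.059 to 0.11, XBP1 0.29 to 0.48, ATF4 0.13 to 0.32, HIF1A 0.50 to 0.69, LPS, TNF and IL-1 0.11 to 0.24, interferon-stimulated genes -0.98 to -0.52 and interferon alpha/beta -0.13 to 0.014. In the same fits Hk1 ran from -0.16 to 0.18, Gapdh from -0.12 to 0.006 and Slc2a1 at 1 week from -0.15 to 0.16. The network genes kept their direction in 30 of the genes with values in each of these fits, but the list was drawn from these libraries. Over the single genes named, counted over every setting, 883 values stayed on their side of the threshold or within the replicate spread, 59 moved, 12 became stronger, 4 weaker and 9 reversed, the percentages of genes that kept their direction included. Changes of 2-fold in genes above the median expression were mostly recovered in simulated data of this size, where every gene had the same dispersion. Smaller changes, and changes in genes of lower expression or larger spread, were not simulated. Absence from the lists therefore does not exclude them.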

Differences from the paper's values

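The genes changed at 3 weeks against naive mice numbered 2626, and the paper's number is about 1700 in Fig. 4a, read by eye. Of the alternatives set before the data were examined, those with a number within 1.5 times of the paper's were DESeq2 on all libraries (1977), DESeq2 on the groups compared (1668), edgeR on the groups compared (2353), without one-week LL2 replicate 1 (2348), without one-week LL2 replicate 2 (2392) and an adjusted p-value under 0.01 (1339). Those with a number further away were DESeq2's size factors in edgeR (2597), library size only (2565), no filter (2944), at least 10 counts (2611), the replicate block (2559), length and GC offsets (2606), the block with offsets (2573), a fold over 5 (208) and a fold over 2 (958). The genes shared by 1 and 3 weeks were 372 against the paper's about 200 in Fig. 4a, read by eye. Of the alternatives set before the data were examined, DESeq2 on the groups compared (264) and library size only (279) came within 1.5 times of it, and DESeq2 on all libraries (319), edgeR on the groups compared (360), DESeq2's size factors in edgeR (381), no filter (595), at least 10 counts (425), the replicate block (359), length and GC offsets (342), the block with offsets (344), a fold over 5 (23), a fold over 2 (78) and an adjusted p-value under 0.01 (83) did not. The genes shared by 1 week and the comparison of the weeks were 458 against the paper's about 280 in Fig. 4a, read by eye. Here DESeq2 on all libraries (391) and DESeq2 on the groups compared came within 1.5 times, and of the alternatives set before the data were examined edgeR on the groups compared (533), DESeq2's size factors in edgeR (476), library size only (455), no filter (752), at least 10 counts (511), the replicate block (464), length and GC offsets (472), the block with offsets (492), a fold over 5 (21), a fold over 2 (108) and an adjusted p-value under 0.01 (104) did not. Leaving out a library of a group compared, among the alternatives set before the data were examined, leaves 1 library in that group. Such fits gave 1362 (without naive replicate 1), 1858 (without naive replicate 2), 1791 (without three-week LL2 replicate 1) and 1894 (without three-week LL2 replicate 2) genes at 3 weeks. They gave 59 (without naive replicate 1), 267 (without naive replicate 2), 126 (without one-week LL2 replicate 1), 139 (without one-week LL2 replicate 2), 325 (without three-week LL2 replicate 1) and 319 (without three-week LL2 replicate 2) genes shared by 1 and 3 weeks, and from 106 to 423 shared by 1 week and the comparison of the weeks. The paper's numbers lie within these ranges. Protein-coding genes only, chosen after seeing the values, gave 420.

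After the paper's numbers and folds had been set beside these values, 4 DESeq2 fits with shrunken fold changes were tried together, so all 4 were chosen after seeing the values. The fit of all 6 libraries without independent filtering, chosen after seeing the values, reached the numbers of Fig. 4a, with 681, 1711 and 1858 changed genes and 237, 302 and 1126 shared. The paper's other numbers, read by eye in Fig. 4a, are about 680 changed at 1 week, about 1900 changed between the weeks and about 1100 shared by 3 weeks and that comparison. The other 3, also chosen after seeing the values, gave 863, 1981 and 2133 changed genes with 319, 392 and 1291 shared, 822, 1667 and 1971 with 269, 367 and 1112 shared and 637, 1460 and 1739 with 204, 275 and 970 shared. With a fold over 5 as well, a threshold the methods name, the fit that reached the numbers, chosen after seeing the values, left 8, 43 and 37 changed genes. An overlap can also be counted by direction, a way of counting chosen after seeing the values. By it, the same fit gave 198 genes changed the same way at 1 and 3 weeks, 284 changed at 1 week and the opposite way between the weeks, and 1104 changed the same way at 3 weeks and between the weeks, all chosen after seeing the values. For the middle one, the same direction would have given 18. This is 1 of 4 fits combined with a choice of counting, and the match of these numbers does not by itself show which settings the authors used.

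Folds are signed and were compared with Supplemental Figure 3 on the log2 scale, where a fold differs when it is further from the paper's than the larger of the replicate SD and the standard error, or has the opposite sign. Of 165 folds, 18 differ. The folds were not computed with DESeq2 on the groups compared, with DESeq2's size factors in edgeR or with at least 10 counts in every library. These settings are therefore not among the alternatives meant in this paragraph. Asprv1 at 1 week against naive mice had a signed fold of 1.01 against the paper's -1.00, and of the alternatives set before the data were examined DESeq2 on all libraries (-1.00) closed the gap and the others did not. Srx1 at 1 week against naive mice had a signed fold of -1.56 against the paper's -1.31, and of the alternatives set before the data were examined library size only (-1.50) and without one-week LL2 replicate 2 (-1.39) closed the gap and the others did not. Stfa2 at 3 weeks against naive mice had a signed fold of 41.24 against the paper's 20.71, and none of the alternatives set before the data were examined closed the gap. Stfa3 at 3 weeks against naive mice had a signed fold of 24.91 against the paper's 14.24, and none of the alternatives set before the data were examined closed the gap. Fignl2 at 3 weeks against naive mice had a signed fold of 28.20 against the paper's 13.24, and none of the alternatives set before the data were examined closed the gap. 0610040J01Rik at 3 weeks against naive mice had a signed fold of 16.11 against the paper's 9.82, and none of the alternatives set before the data were examined closed the gap. Cd38 at 3 weeks against naive mice had a signed fold of 9.85 against the paper's 7.76, and of the alternatives set before the data were examined library size only (8.87) and without three-week LL2 replicate 1 (8.09) closed the gap and the others did not. Cd244 at 3 weeks against naive mice had a signed fold of 9.58 against the paper's 7.48, and of the alternatives set before the data were examined without naive replicate 1 (8.17) closed the gap and the others did not. 6330416G13Rik at 3 weeks against naive mice had a signed fold of 5.15 against the paper's 4.57, and of the alternatives set before the data were examined DESeq2 on all libraries (5.09), edgeR on the groups compared (5.03), library size only (4.64), no filter (5.05), without naive replicate 2 (4.86), without one-week LL2 replicate 1 (5.05), without one-week LL2 replicate 2 (5.05) and without three-week LL2 replicate 1 (4.97) closed the gap and the others did not. Srx1 at 3 weeks against naive mice had a signed fold of -1.22 against the paper's 2.77, and none of the alternatives set before the data were examined closed the gap. Stfa2 at 3 weeks against 1 week had a signed fold of 41.75 against the paper's 21.27, and none of the alternatives set before the data were examined closed the gap. Prok2 at 3 weeks against 1 week had a signed fold of 26.76 against the paper's 22.37, and of the alternatives set before the data were examined library size only (23.23) and without three-week LL2 replicate 1 (23.00) closed the gap and the others did not. Stfa3 at 3 weeks against 1 week had a signed fold of 12.71 against the paper's 8.51, and of the alternatives set before the data were examined library size only (11.01), without one-week LL2 replicate 2 (10.31) and without three-week LL2 replicate 1 (10.27) closed the gap and the others did not. Fignl2 at 3 weeks against 1 week had a signed fold of 34.11 against the paper's 15.01, and none of the alternatives set before the data were examined closed the gap. 0610040J01Rik at 3 weeks against 1 week had a signed fold of 21.03 against the paper's 11.89, and of the alternatives set before the data were examined without one-week LL2 replicate 1 (14.74) closed the gap and the others did not. Cd38 at 3 weeks against 1 week had a signed fold of 8.62 against the paper's 7.06, and of the alternatives set before the data were examined library size only (7.48), no filter (8.45), the replicate block (8.53), length and GC offsets (8.43), the block with offsets (8.33), without naive replicate 1 (8.45), without one-week LL2 replicate 1 (8.16) and without three-week LL2 replicate 1 (7.10) closed the gap and the others did not. Cd244 at 3 weeks against 1 week had a signed fold of 17.45 against the paper's 12.23, and of the alternatives set before the data were examined library size only (15.17) and without one-week LL2 replicate 1 (13.85) closed the gap and the others did not. Srx1 at 3 weeks against 1 week had a signed fold of 1.28 against the paper's 3.62, and none of the alternatives set before the data were examined closed the gap. Both DESeq2 fits with shrunken fold changes on all 6 libraries, chosen after seeing the values, gave 162 of 165 folds equal to the paper's to 2 decimals, and both fits on the groups compared, also chosen after seeing the values, gave 24. With all 4 of these fits, chosen after seeing the values, Srx1 still differed at 3 weeks against naive mice (-1.20) and against 1 week (1.23 with the fits of all 6 libraries). Srx1 was matched through an older symbol, so the match of this gene is uncertain. Without shrunken fold changes, DESeq2 on all 6 libraries gave 14 folds equal to the paper's to 2 decimals, and the main fit 17. Beside the 162, chosen after seeing the values, these counts argue against folds without shrinking for this figure. The 24 argue in the same way against fits of the groups compared. Fits with and without independent filtering both gave 162, so that choice stays open.

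The paper states that ER stress response genes were elevated in one-week LL2 mice. At 1 week against naive mice the list of ER stress response genes had a median of -0.21 here, in the opposite direction, and the unfolded protein response 0.13. Neither passed the threshold by camera (adjusted p = 0.13 and 0.3). The paper also reports raised EIF2 signaling, a pathway it ties to ER stress. The nearest set here, translation initiation, had 0.18 at 1 week (adjusted p = 0.0014 by camera), in the paper's direction. Offsets for gene length and GC content took that call below the threshold. The paper states that oxidative stress pathways rose between the weeks, where detoxification of reactive oxygen species had -0.05 here, while targets of NRF2 had 0.14 and NADPH oxidase and nitric oxide synthase genes 0.15, in the paper's direction and short of the threshold by camera. The paper states that targets of ATF4 rose between the weeks, where the list used here had 0.24 and did not pass the threshold under any alternative run. Rps27 is colored as higher in Supplementary Fig. 2, where the log2 fold change was -1.89 here. The paper states that major glycolytic enzymes did not differ in the RNA-seq, where Pgk1, Eno1 and Hk3 were changed here with log2 fold changes of 1.10, 0.60 and 0.48.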

Other observations

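Of the tests in this part, those of library depth and of the genes with most counts were chosen before their outcome was seen, and the others only after it.

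The higher median of translation initiation genes in three-week LL2 mice was put to 3 technical explanations. With offsets for gene length and GC content it was 0.29, still past the threshold. With the reads of each ribosomal protein gene and its named pseudogenes added together, the median log2 change of these totals relative to all genes was 0.43. Neither accounted for it. Without the 10 genes with most counts it was 0.354. Such genes act on the values of others through the scaling, which cancels in a median relative to all genes. They therefore do not account for the higher median. The p-values rest on the fixed correlation between genes. Markers of other cells also changed at 3 weeks, so the pattern cannot be told apart from a change in the mixture of cells. A biological explanation by tumor stage may be one of several and remains a hypothesis.

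More genes were changed at 3 weeks than at 1 week against naive mice. With every library thinned to the smallest total of 11994158 counts, edgeR called 2596 genes at 3 weeks, 956 at 1 week and 2688 between the weeks. A difference in depth is therefore an unlikely cause of this order.

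Markers of B cells were lower in three-week LL2 mice than in naive mice, with a median log2 fold change relative to all genes of -2.23 (adjusted p = 1.5e-07) over 11 genes, 11 of them changed downward, in both libraries. If fewer B-lineage cells were the sole cause, the markers would fall together. Their changes were spread by 2.48 times their median standard error, more than predicted, but markers of different stages of B cells need not fall alike, so fewer cells of the B lineage could not be told apart from other causes. Among other marker lists at 3 weeks against naive mice, the median was -0.53 (adjusted p = 3.8e-05) for proliferation, -1.37 (adjusted p = 0.017) for eosinophils, basophils and mast cells, -0.41 (adjusted p = 0.05) for secondary granule genes and 0.42 (adjusted p = 0.007) for genes of mature neutrophils. In each of these 4 lists both three-week libraries lay on the side of the median's sign. Markers of T and NK cells had -1.33 (adjusted p = 0.2) and erythroid markers -0.45 (adjusted p = 0.051), both with lower three-week libraries. Markers of monocytes and macrophages had -0.015 (adjusted p = 0.94), with overlapping libraries.

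The glucose transporter gene Slc2a1 (ENSMUSG00000028645), which encodes Glut1, had 13.3 ± 1.73 CPM in naive mice, 13.5 ± 2 in one-week LL2 mice and 52.6 ± 2.99 in three-week LL2 mice. Its log2 fold change was 0.01 (standard error 0.165, adjusted p = 0.975) at 1 week, with overlapping libraries, and 1.98 (standard error 0.158, adjusted p = 2.96e-06) at 3 weeks, with both libraries above the naive ones. The sign at 1 week reversed under several settings. The paper measured Glut1 on the cell surface, which RNA does not give. Over the 16 glycolytic enzymes the median at 3 weeks against naive mice was 0.55 (SD between libraries 0.088, adjusted p = 0.0031), with both libraries higher. The chemokine receptor gene Cxcr2 had a log2 fold change of 1.07 (adjusted p = 1.32e-04) between the weeks and the adenosine receptor gene Adora3 of 3.31 (adjusted p = 5.79e-05) at 3 weeks, each without overlap of the libraries. With each library left out in turn, the log2 fold change of Adora3 ran from 2.62 to 4.53.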
